# Characterisation of mouse epididymosomes reveals a complex profile of microRNAs and a potential mechanism for modification of the sperm epigenome

**DOI:** 10.1038/srep31794

**Published:** 2016-08-23

**Authors:** Jackson N. Reilly, Eileen A. McLaughlin, Simone J. Stanger, Amanda L. Anderson, Kate Hutcheon, Kiralee Church, Bettina P. Mihalas, Sonika Tyagi, Janet E. Holt, Andrew L. Eamens, Brett Nixon

## Abstract

Recent evidence has shown that the sperm epigenome is vulnerable to dynamic modifications arising from a variety of paternal environment exposures and that this legacy can serve as an important determinant of intergenerational inheritance. It has been postulated that such exchange is communicated to maturing spermatozoa via the transfer of small non-protein-coding RNAs (sRNAs) in a mechanism mediated by epididymosomes; small membrane bound vesicles released by the soma of the male reproductive tract (epididymis). Here we confirm that mouse epididymosomes encapsulate an impressive cargo of >350 microRNAs (miRNAs), a developmentally important sRNA class, the majority (~60%) of which are also represented by the miRNA signature of spermatozoa. This includes >50 miRNAs that were found exclusively in epididymal sperm and epididymosomes, but not in the surrounding soma. We also documented substantial changes in the epididymosome miRNA cargo, including significant fold changes in almost half of the miRNAs along the length of the epididymis. Finally, we provide the first direct evidence for the transfer of several prominent miRNA species between mouse epididymosomes and spermatozoa to afford novel insight into a mechanism of intercellular communication by which the sRNA payload of sperm can be selectively modified during their post-testicular maturation.

Spermatozoa released from the germinal epithelium of the testes are functionally immature, lacking both motility and the potential to fertilise an ovum^1^. These attributes are progressively acquired as they traverse the several meters of the epididymal tubule, a highly specialised region of the extragonadal male reproductive tract^2^. Since spermatozoa are both transcriptionally and translationally quiescent, this functional transformation is driven exclusively by the luminal microenvironment that they encounter during their prolonged residence within this ductal system^3^. This environment is, in turn, created by the combined secretory and absorptive of the lining epithelium and characterised by considerable segment-segment variation^4^. A central component of epididymal soma-spermatozoa intercellular communication are epididymosomes, a heterogeneous population of small membrane bound vesicles that are released from the epididymal epithelium via an apocrine secretory mechanism^5^,^6^,^7^,^8^. Similar to the exosome population documented in other somatic tissues and bodily fluids, epididymosomes are able to relay a complex macromolecular cargo to recipient cells^9^,^10^,^11^. As such, they have been implicated as holding major roles in the promotion of sperm maturation by virtue of their ability to exert paracrine control of the epididymal epithelium^11^ and via the direct contact they have with the maturing sperm population^5^,^6^,^7^,^8^. Traditional paradigms have held that the key elements of this transfer are proteins that contribute to the acquisition of various functional attributes necessary to reach the site of fertilisation and engage in interactions with the oocyte^6^,^7^. However, recent evidence suggests that such exchange may extend to additional molecules such as small non-protein-coding RNAs (sRNAs)^12^.

These data are of considerable interest in view of the potential role sRNAs play in altering the sperm epigenome, and further, manipulation of this specific cargo may mediate direct consequences in offspring if the paternal linage encounters environmental insult(s)^13^,^14^. In this context, a growing body of recent evidence has shown that the sperm epigenome is modified by exposure to a wide range of environmental stressors, including chronic stress^15^,^16^, paternal diet^12^,^17^,^18^ and cigarette smoke^19^. Since these epigenome perturbations are inheritable, they are capable of influencing the developmental trajectory and/or health of offspring. Such findings encourage detailed spatial and temporal documentation of these mechanism(s), to identify where and when such epigenetic information is relayed to developing gametes. In this regard, many studies have put forward the hypothesis that such alterations coincide with sperm passage through the epididymis^14^,^20^, a time in which spermatozoa are known to be particularly vulnerable to a range of insults having left the relative protection afforded by the testicular germinal epithelium^21^. This agrees with our own evidence, that is; the sperm miRNA profile is dynamically modified as the cells migrate through the epididymis^22^. Furthermore, and in keeping with established paradigms of intercellular communication in other tissues^23^,^24^, it has been repeatedly suggested that epididymosomes may serve as a vehicle to mediate soma-spermatozoa intercellular communication^14^,^20^. Notwithstanding the growing acceptance of this mechanism, and the elegant demonstration that bovine epididymosomes can deliver miRNA cargo to epididymal epithelial cells during *in vitro* co-culture^11^, direct transfer of miRNAs from epididymosomes to spermatozoa has not yet been substantiated by conclusive experimental evidence.

While epididymosomes are beginning to emerge as attractive candidate vectors to facilitate the transfer of epigenetic information to spermatozoa, there remain fundamental challenges to this field of extracellular vesicle research. Not the least, is the development of robust and reproducible methods for epididymosome isolation and characterisation, particularly in the context of established laboratory models such as the rodents, where the scale of epididymal fluid recovery remains a particular challenge. Here, in an effort to address this limitation, we report the validation of a simple method of epididymosome isolation from differing segments of the mouse epididymis and the profiling of the miRNA content of these specialised extracellular vesicles. Additionally, we provide the first direct evidence for the selective transfer of miRNA cargo between epididymosomes and mouse spermatozoa.

## Results

### Isolation of epididymosomes from the mouse epididymis

Our initial studies focused on evaluating the suitability of a number of protocols for purification of epididymosomes, including: (i) ultracentrifugation, (ii) OptiPrep density-based separation, and (iii) a commercial total exosome isolation kit. Among these, the greatest consistency and highest recovery of enriched populations of epididymosomes was achieved using the OptiPrep density-based separation. This technique had the added advantage that it was scalable, thus enabling us to generate sufficient material for detailed endpoint analysis of epididymosome cargo. This technique was therefore used for all subsequent analyses to establish the miRNA cargo of epididymosomes derived from the different segments of the mouse epididymis.

A suite of confirmation assays were employed to assess the enrichment and purity of the epididymosome isolation via the OptiPrep protocol. The relatively low-density epididymosomes readily partitioned away from other contaminants in a translucent layer corresponding to fractions 9–11 of the OptiPrep density gradient. Quantitative analysis of these fractions confirmed they possessed the highest concentration of both total protein and RNA of each of the twelve fractions (Fig. 1a). Importantly, a consistent profile of protein and RNA enrichment (both peaking in fraction 10) was obtained irrespective of the epididymal segment from which the epididymosomes were isolated. Furthermore, we failed to observe any significant variation in the physical properties of the epididymosomes in fractions 9–11. In this context, sizing analysis confirmed the purity of these preparations revealing a heterogeneous population of particles of approximately 50 to 150 nm (Fig. 1b). Immunoblot assessment of the abundance of extracellular vesicle markers, FLOT1 and CD9, confirmed that both assessed markers partitioned almost exclusively into fractions 9 and 10 (Fig. 1c). Epididymosomes from these fractions also readily adhered to aldehyde/sulphate latex beads permitting their visualisation via labelling with both anti-FLOT1 and anti-CD9 antibodies (Fig. 1d). In contrast, no such labelling was detected in beads incubated with either anti-PLZF (an irrelevant protein control) or secondary antibody only negative controls (Supplementary Figure S1). Finally, ultrastructural analysis confirmed both the purity and sizing of the epididymosomes preparations (Fig. 1e). Taken together, these analyses confirm the successful isolation of epididymosomes from the intraluminal milieu of the mouse epididymis. Owing to the highest expression of extracellular vesicle markers (Fig. 1c) and the lowest size heterogeneity (Fig. 1b), fractions 9 and 10 were selected as the focus of our remaining studies. These fractions were pooled and, prior to next generation sequencing, each biological replicate was assessed via immunoblotting for a variety of markers to ensure: (i) minimal contamination with either blood (haemoglobin, HBB) and/or cytoplasmic droplets (arachidonate 15-lipoxygenase, ALOX15)^25^, and (ii) enrichment of known epididymosome protein cargo (26S proteasome non-ATPase regulatory subunit 7, PSMD7; heat shock protein 90kDa beta member 1, HSP90B1; beta tubulin, TUBB)^10^. As shown in Fig. 1f, neither HBB nor ALOX15 were detected within the epididymosome preparations. In contrast, the epididymosome preparations did contain PSMD7, HSP90B1, and TUBB.

#### Characterisation of the miRNA signature of mouse epididymosomes

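Epididymosomes are small membrane vesicles released by the epididymal epithelium into the lumen. They were isolated from the caput, corpus and cauda, the segments that spermatozoa pass in this order, of inbred Swiss mice aged 8 weeks. Small RNA was sequenced from 3 libraries per segment, 9 libraries in all. Each library was prepared from RNA pooled from several animals, so that the replicates were separate pools rather than single mice. The authors sequenced the libraries on an Illumina HiSeq-2000, screened out contaminating reads, counted reads on known mature miRNAs with the quantifier of miRDeep2 and normalised the counts for library size. Their deposited values are CPM, the reads of a miRNA scaled to the same total in each library, of 358 miRNAs. In every library 100% of these values were whole multiples of the value of 1 read, and the number of reads counted on miRNAs was taken from these steps. The 3 caput libraries held 11306605, 8274421 and 8453380 such reads, the 3 corpus libraries 6190324, 2553385 and 1548581, and the 3 cauda libraries 2001086, 2184582 and 5896748. A level of 10 CPM therefore stood for 113 reads in the deepest library and for 15.5 reads in the shallowest. A miRNA with 3 reads or fewer in a library was taken to be at the floor, which lay between 0.265 CPM in caput replicate 1 and 1.94 CPM in corpus replicate 3. This limit covers counting error only, since amplified copies of one molecule could not be told from separate molecules.
Segments were compared on log2(CPM + 1) with limma, fitted to all 9 libraries with the segment as the only factor. Each comparison covered the miRNAs with a mean of at least 10 CPM in at least 1 of its segments. A miRNA was counted as differentially accumulated when its fold change was at least 2 and its adjusted p-value was under 0.05 after Benjamini-Hochberg adjustment. A fold change on this scale understates the change of miRNAs with few reads. Scaling by library size ties every value to the most abundant miRNAs of its library. miR-10b-5p and miR-10a-5p together took 50.5% to 71.3% of the reads in caput libraries, 50.3% to 53.2% in corpus libraries and 33.2% to 34.5% in cauda libraries.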

Next generation sequencing was employed to elucidate the miRNA cargo present in mouse epididymosomes. This approach identified a total of 358 miRNAs across the three epididymal segments surveyed (Supplementary Table S1). 

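Each of the 358 miRNAs reached a mean of 10 CPM in at least 1 segment, while the miRNAs missing from the table accounted for 0.0301% to 0.0929% of the reads of a library. 351 miRNAs were above 0 CPM in all 9 libraries, and 337 had more than 3 reads in all of them. The requirement of more than 10 CPM in every library of a segment left 311 miRNAs, the lowest number apart from a threshold of 20 CPM, which left 288. With 1 library left out at a time the number lay between 346 and 358. Some names share reads. In 9 groups, covering 20 names, each miRNA differed from at least 1 other of its group by at most 10 percent in every library, and counting each group once left 347 distinct profiles. The values of 6 pairs of names, among them miR-467a-3p and miR-467d-3p, were identical in all 9 libraries, so the counting did not separate these miRNAs.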

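The mean over the 9 libraries was 293694 CPM for miR-10b-5p and 196110 CPM for miR-10a-5p. Mir10b lies on chromosome 2 of GRCm38 from 74726070 to 74726137, in introns of Hoxd3 and Hoxd4, and Mir10a lies on chromosome 11 from 96317165 to 96317274, between Hoxb5 and Hoxb4. miR-10b-5p fell from 371443 ± 69375 CPM (SD, n = 3) in the caput to 188244 ± 9442 CPM (SD, n = 3) in the cauda. The third miRNA by mean CPM was miR-143-3p, at 159395 CPM. It rose from 62956 ± 21760 CPM (SD, n = 3) in the caput to 315271 ± 33362 CPM (SD, n = 3) in the cauda, where it was the most abundant miRNA. miR-141-3p was the fourth, at 41337 CPM. The fifth was miR-148a-3p at 30116 CPM and the sixth miR-30a-5p at 26691 CPM, but the caput libraries spanned 26327 to 60668 CPM of miR-148a-3p, so that this order depended on the segment: in the corpus and in the cauda the mean of miR-30a-5p was the higher, and without caput replicate 3 miR-30a-5p was the fifth.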

Among the 358 miRNAs detected, the highest read scores were returned for miRNAs: *miR-10b-5p, miR-10a-5p, miR-143*-*3p, miR-141-3p* and *miR-30a-5p*. Via normalisation based on total read counts for each library, a gradient of increasing miRNA profile complexity was noted between epididymosomes sampled from the proximal (caput) versus the distal (cauda) epididymal segments. Specifically, the overall number of epididymosome-borne miRNAs increased from 277 in the caput, to 322 in the cauda epididymis (Fig. 2a). Of these, a majority (~68%) were detected in each epididymosome fraction derived from the three epididymal segments examined. 

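A mean of 10 CPM or more was reached by 277 miRNAs in the caput, 300 in the corpus and 322 in the cauda. In single libraries the number of miRNAs at this level was 261, 231 and 302 in the caput, 295, 297 and 293 in the corpus, and 300, 313 and 323 in the cauda. The spread between caput libraries thus reached the level of the cauda, with caput replicate 3 above cauda replicate 1. The fewest miRNAs passed in caput replicates 2 and 1, the libraries in which miR-10b-5p and miR-10a-5p took the largest shares of the reads. The surplus of 45 miRNAs in the cauda over the caput was 18 with TMM normalization, which scales libraries by the bulk of the miRNAs in place of the total, and 12 with median-of-ratios size factors. It was 52 when all libraries were drawn down to the 1548581 reads of the smallest. With 1 library left out it ranged from 31 without caput replicate 2 to 73 without caput replicate 3. At a threshold of 5 CPM the surplus was 25, and at 20 CPM it was 41. The deposited values hold no miRNA under a mean of 10 CPM in every segment. The surplus at 5 CPM, under another scaling or with a library left out therefore lacks the miRNAs that would newly pass.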

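The mean was at least 10 CPM in all 3 segments for 245 miRNAs, or 68.4% of the 358. These miRNAs took at least 99.5% of the reads in each library. The requirement of more than 10 CPM in at least 1 library of each segment was met by 275 miRNAs, and more than 10 CPM in every library by 207.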

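A mean of 10 CPM was reached in a single segment by 62 miRNAs, or 17.3% of the total: 16 in the caput, 9 in the corpus and 37 in the cauda. For 47 of the 62 the mean in that segment was under 20 CPM, and together they took at most 0.122% of the reads of a library. Only 4 of them, all in the cauda, had 3 reads or fewer in each of the 6 libraries of the other segments, and each of the others had more than 3 reads in at least 1 of those libraries. With a threshold of 5 CPM the number above it in 1 segment was 25, and with more than 10 CPM in any library of a segment it was 35. Both may be too low. The deposited values hold no miRNA under a mean of 10 CPM in every segment, so those that pass only these looser rules are missing.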

Further, profiling also revealed that only ~17% of detected miRNAs were unique to any one epididymal segment (Fig. 2a). Notwithstanding this striking conservation of epididymosome miRNA cargo, the profile for this sRNA species was far from static with substantial variations recorded in the relative abundance of numerous miRNAs between epididymal segments. For instance, of the 321 miRNAs present in both the caput and corpus epididymosomes, 28% exhibited significant differences in abundance (13% up- and 15% down-regulated) between the two segments (fold change of ≥±2; FDR <0.05; Fig. 2b and Supplementary Table S2). 

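Of the 321 miRNAs tested between caput and corpus, 72 (22.4%) were differentially accumulated by limma with Benjamini-Hochberg adjustment, 61 higher and 11 lower in the corpus. The median log2 fold change of all tested miRNAs was 0.47, so that the tested miRNAs as a whole lay higher in the corpus on this scale. The direction of the calls followed the scaling: with TMM normalization the median shift was -0.10 and 91 miRNAs (28.3%) were differentially accumulated, 42 higher (13.1%) and 49 lower (15.3%), of which 53 were also among the 72. Single libraries mattered too. Without corpus replicate 1 the number was 46. Without caput replicate 3 it was 101, with 95 higher, and without caput replicate 2 it was 71, with 28 lower. The number lower was between 5 and 7 without caput replicate 1 or 3, any corpus replicate or cauda replicate 2. The CPM values of the 3 caput and 3 corpus libraries did not overlap for 34.9% of the tested miRNAs, where chance would give 10%.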

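Between corpus and cauda, 65 of 342 tested miRNAs (19.0%) were differentially accumulated by the same limma test with Benjamini-Hochberg adjustment. Of these, 48 (14.0%) were higher and 17 (4.97%) lower in the cauda. The median log2 fold change of the tested miRNAs was 0.18. With TMM normalization 90 miRNAs passed, 56 higher and 34 lower, and all 65 were among them. The number fell to 32 (25 higher, 7 lower) without corpus replicate 2, to 37 (29 and 8) without cauda replicate 1, to 39 (30 and 9) without cauda replicate 2 and to 41 (29 and 12) without corpus replicate 1. CPM values did not overlap between the libraries of these segments for 46.2% of the miRNAs.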

A similar number of differentially accumulating miRNAs were identified among the 342 miRNAs detected in corpus and cauda epididymosome fractions (13% up- and 9% down-regulated; Fig. 2b and Supplementary Table S2). This trend was even more pronounced when considered across the entire length of the tract with almost half (~46%) of the 349 miRNAs identified in the caput and cauda segments showing significant fold changes (Fig. 2b and Supplementary Table S2).

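Caput and cauda differed most: 171 of 349 tested miRNAs (49.0%) were differentially accumulated by limma with Benjamini-Hochberg adjustment. In 159 of the 171 the CPM values of the caput and cauda libraries did not overlap. The number lay between 132 and 201 when 1 library was left out at a time, and it was 51 when the test itself asked for a change of more than 2-fold. Of the 171, 135 were higher and 36 lower in the cauda, against a median log2 fold change of 0.81 over all tested miRNAs. With TMM normalization the median was 0.07 and 157 miRNAs passed, 84 higher and 73 lower, of which 120 were shared with the 171. A test for a difference between any of the 3 segments found 175 of the 358 miRNAs at an adjusted p under 0.05 by limma's F test with Benjamini-Hochberg adjustment, and 200 with TMM normalization. From the numbers of differentially accumulated miRNAs in the 3 comparisons, the paper concludes that the epididymosome miRNA profile is far from static and changes along the tract, although most miRNAs are detected in every segment.

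**Figure D1:**
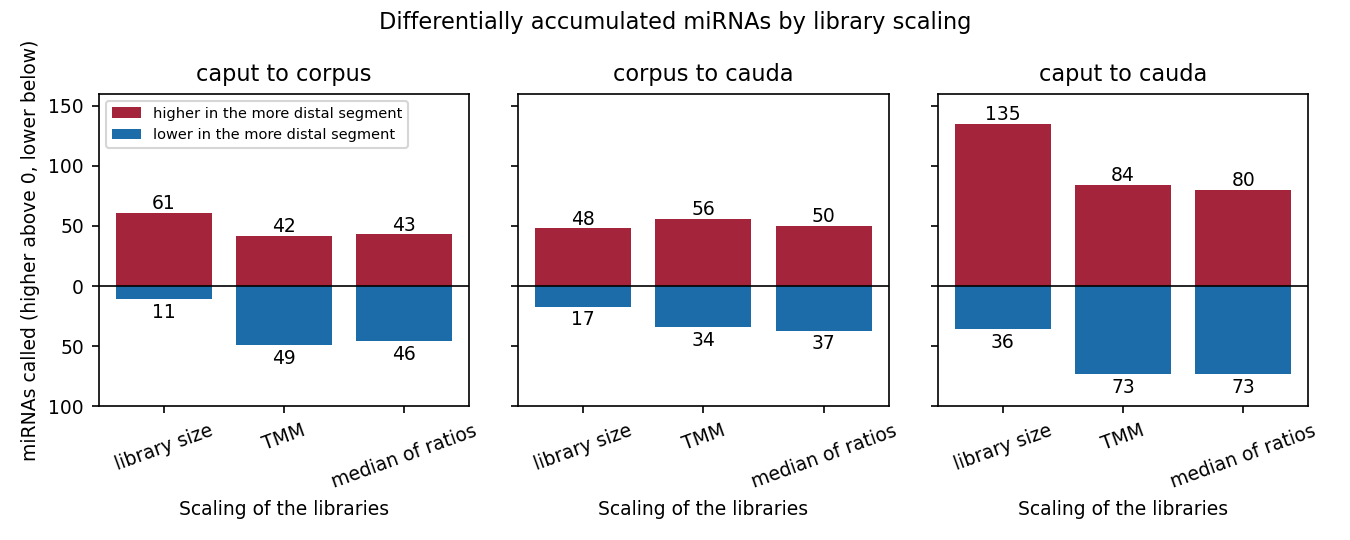
Number of differentially accumulated miRNAs in each comparison (vertical axis, higher above 0 and lower below) under 3 scalings of the libraries (horizontal axis). From caput to cauda, 135 miRNAs were higher and 36 lower with library size, 84 and 73 with TMM, and 80 and 73 with median-of-ratios scaling.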

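A fitted difference of more than 64-fold, a log2 fold change above 6, was found for 1 differentially accumulated miRNA, miR-196b-5p. Without cauda replicate 3 there were 2, the other being miR-196a-5p. The number depends on the pseudocount, since the miRNAs concerned have few reads in one segment: 5 miRNAs passed with a pseudocount of 0.1, 6 with limma-voom, which adds 0.5 reads, and none with a pseudocount of 10. Where all caput libraries are at the floor of 3 reads or fewer, only a lower limit can be given. By these limits miR-208b-3p was at least 86.2-fold higher in the cauda than in the caput and miR-137-3p at least 83.0-fold, so that at least 3 miRNAs exceeded 64-fold, a count chosen after the values had been seen. With TMM normalization the limits of miR-208b-3p and miR-137-3p were 34.5-fold and 33.6-fold, which left 1 miRNA over 64-fold. With library size scaling the limits of miR-486a-3p and miR-133a-5p were 37.5-fold and 36.2-fold, against 15.2-fold and 14.5-fold with TMM normalization. The limit of miR-7087-3p, 34.2-fold with library size, rested on cauda replicate 3 and was 4.02-fold without this library. With TMM normalization the limit of miR-7087-3p was 12.8-fold. The panels of Fig. 3 carry 48 labels for 33 miRNAs, of which 15 are labelled in more than 1 panel. Of the 48 labels 47 could be tested, and all 47 changed in the direction of the figure and were differentially accumulated by limma with Benjamini-Hochberg adjustment. In 42 of the 47 the CPM values of the compared segments did not overlap. The exception among the labels, miR-6412, had a mean of 0.770 CPM in the caput and 4.15 CPM in the corpus and was below the level required for that comparison.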

Illustrative of the magnitude of these variations, several miRNAs were determined to have accumulation differences of greater than 64-fold between the different epididymal segments examined (Fig. 3 and Supplementary Table S2). 

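The hairpin of miR-196b-5p lies on chromosome 6 of GRCm38 from 52230081 to 52230165, within an exon of Hoxa9. Its level was 7.09 ± 3.96 CPM (SD, n = 3) in the caput, 93.9 ± 9.48 CPM (SD, n = 3) in the corpus and 1046 ± 334 CPM (SD, n = 3) in the cauda. From caput to cauda this was a log2 fold change of 7.10 (standard error 0.47), or 137-fold, with an adjusted p of 1.2e-08 by limma with Benjamini-Hochberg adjustment. The fold was 90.4 with TMM normalization, and with 1 library left out it ranged from 99.9 without caput replicate 2 to 174 without caput replicate 3. The hairpin of miR-208b-3p lies on chromosome 14 from 54975700 to 54975776, within an intron of Myh7. It had 0, 2 and 1 reads in the 3 caput libraries and 1 read in each corpus library, all at the floor, against 59, 80 and 163 reads in the cauda libraries. At 31.2 ± 4.74 CPM (SD, n = 3) in the cauda it was at least 86.2-fold higher there than in the caput, and a larger fold cannot be set at this depth. The lower limit was 34.5-fold with TMM normalization. The adjusted p of this miRNA was 6.5e-07 by the same limma test with Benjamini-Hochberg adjustment, and for both miRNAs every cauda library lay above every library of the other segments.

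**Figure D2:**
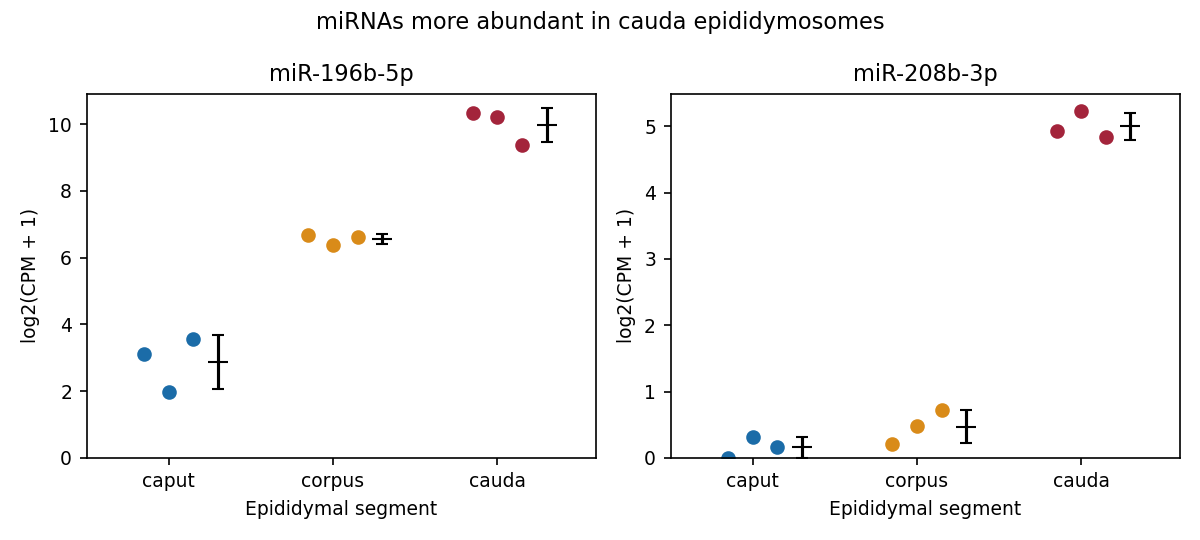
Levels of miR-196b-5p and miR-208b-3p in the 9 libraries as log2(CPM + 1) (vertical axis) by segment (horizontal axis). Points are libraries, and the bars beside them give the mean and SD of the 3 libraries; miR-208b-3p lies at 31.2 CPM in the cauda and near 0 elsewhere.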

Among the numerous examples of these, miRNAs *miR-208b-3p* and *miR-196b-5p* appeared to be selectively accumulating into cauda epididymosomes (compared to caput epididymosomes), such that these two miRNAs were 147 and 84 fold more abundant, respectively (Fig. 3c). Conversely, miRNAs *miR-204b-5p* and *miR-375-3p* returned an opposing accumulation profile for epididymosomes sampled from the same two epididymal segments (i.e. caput and cauda) with their respective levels reduced ~55 and 32 fold, respectively (Fig. 3c).

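The name miR-204b-5p used in the paper is not among the 358 miRNAs and was taken to be miR-204-5p. The hairpin of miR-204-5p lies on chromosome 19 of GRCm38 from 22750605 to 22750672 in an intron of Trpm3. Its level was 11488 ± 2618 CPM (SD, n = 3) in the caput, 5777 ± 1677 CPM (SD, n = 3) in the corpus and 366 ± 231 CPM (SD, n = 3) in the cauda. The change from caput to cauda was a log2 fold change of -5.11 (standard error 0.40), or 34.6-fold lower, with an adjusted p of 1.0e-07 by limma with Benjamini-Hochberg adjustment. The fold was 55.3 with TMM normalization. With 1 library left out it ranged from 27.8 without cauda replicate 1 to 48.2 without cauda replicate 3, which at 631 CPM was well above the 209 and 259 CPM of the other cauda libraries. miR-375-3p is encoded on chromosome 1 from 74900658 to 74900721, between Cryba2 and Cfap65. It had 1341 ± 235 CPM (SD, n = 3) in the caput, 857 ± 308 CPM (SD, n = 3) in the corpus and 80.1 ± 47.0 CPM (SD, n = 3) in the cauda. It was 18.2-fold lower in the cauda than in the caput, with a log2 fold change of -4.19 (standard error 0.45) and an adjusted p of 2.1e-06 by the same test with Benjamini-Hochberg adjustment. With TMM normalization the fold of miR-375-3p was 29.1, and with 1 library left out it ranged from 14.3 without cauda replicate 1 to 24.8 without cauda replicate 3.

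**Figure D3:**
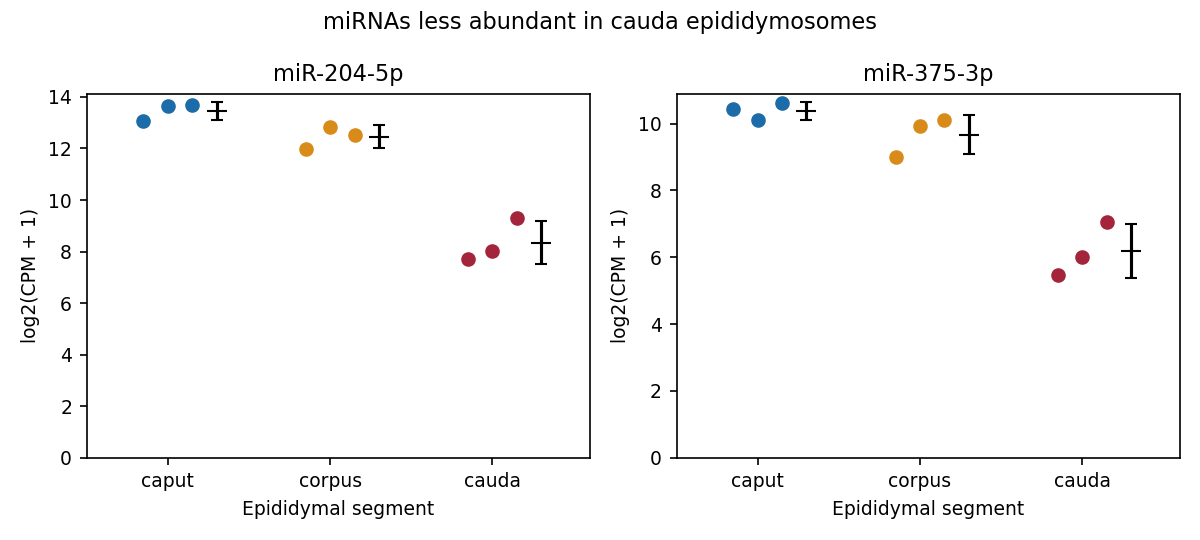
Levels of miR-204-5p and miR-375-3p in the 9 libraries as log2(CPM + 1) (vertical axis) by segment (horizontal axis). Points are libraries and the bars beside them the mean and SD of the 3 libraries; the cauda libraries lie below all others for both miRNAs.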

Notably, we recorded consistent results across all biological replicates, both in terms of the overall number of miRNA reads that were detected by next generation sequencing (Supplementary Table S1) and the relative fold change between segments as reported by hierarchal clustering analysis (Fig. 4a), and multi-dimensional scaling (MDS; Fig. 4b). 

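Spearman's correlation across the 358 miRNAs, which are not independent of each other, was 0.957 to 0.966 between caput libraries, 0.955 to 0.971 between corpus libraries and 0.932 to 0.972 between cauda libraries. It was lower between libraries of different segments, at 0.874 to 0.912 for caput and corpus, 0.868 to 0.902 for corpus and cauda, and 0.784 to 0.810 for caput and cauda. Among the most abundant miRNAs the caput replicates were the more variable: the 3 most abundant miRNAs took 59.3%, 68.3% and 76.3% of the reads of the caput libraries, against 60.1% to 62.4% in the corpus.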

MDS clearly illustrated tight clustering of the biological replicates representing epididymosomes sampled from the three epididymis segments analysed, thus enabling clear differentiation of each population of epididymosomes on the basis of their epididymal segment of origin (Fig. 4b). Despite this clustering, an *in silico* analysis of the key biological pathways potentially targeted by differentially accumulating miRNAs revealed considerable conservation, with a majority centred on regulation of the broad categories of cellular growth and proliferation, cellular development, and cell death and survival (Fig. 4c). Such categories accord with those previously documented for the miRNA cargo identified in mouse epididymal spermatozoa^22^. In this context, it was also notable that 6–7% of all differentially accumulated epididymosome miRNAs mapped to the category of embryonic development (Fig. 4c).

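The leading log2 fold change distance was defined as in limma. With only 358 miRNAs it covered all of them, not a selection of those that differ most. It was on average 1.10 between caput libraries, 0.74 between corpus libraries and 0.82 between cauda libraries. Between segments it averaged 1.37 for caput and corpus, 1.34 for corpus and cauda, and 1.91 for caput and cauda. The largest distance within a segment was 1.35, between a pair of caput libraries, and exceeded the shortest distance between caput and corpus, 1.16. The mean distance between segments was 1.74 times the mean within segments. Of the 280 ways of dividing the 9 libraries into 3 groups of 3, no other gave as large a ratio (exact permutation test, p = 0.00357, the smallest it can give); the next largest was 1.43. The ratio was 1.85 with TMM normalization and 3.27 for distances from Spearman's correlation.

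**Figure D4:**
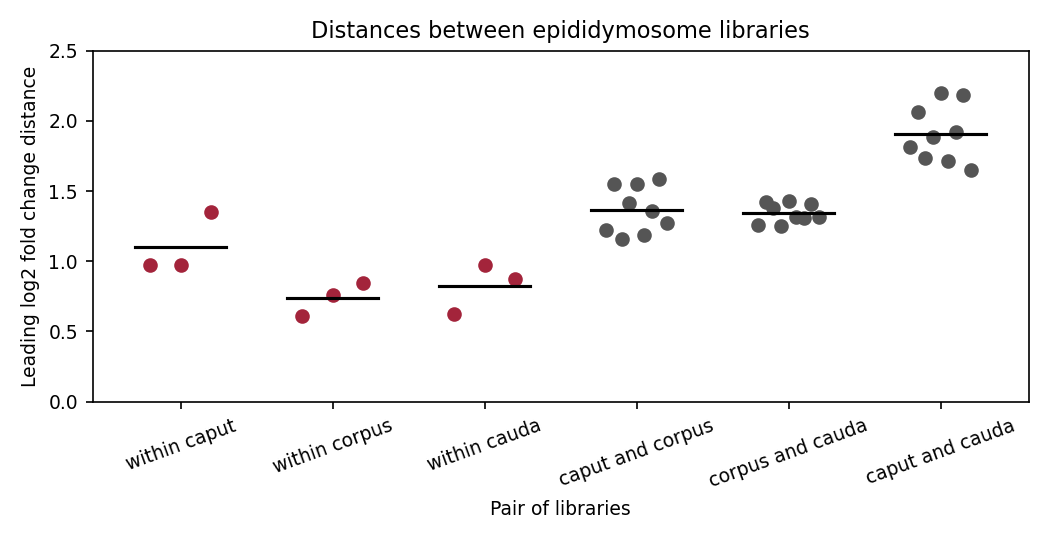
Leading log2 fold change distance (vertical axis) for each pair of the 9 libraries, grouped by the segments of the pair (horizontal axis). Points are pairs, red within a segment and grey between segments, and lines are means; pairs of caput and cauda libraries average 1.91.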

### Validation of epididymosome miRNA abundance

To confirm the next generation sequencing data, the levels of eight miRNAs were quantified by RT-qPCR. The selected miRNAs fall into one of two groupings: i) high accumulation in the caput (*miR-375, miR -467a, miR-467d* and *miR-467e*), or ii) high accumulation in the cauda epididymis (*miR-34b, miR-34c, miR-139* and *miR-196b*). These analyses confirmed the sequencing data with each of the eight assessed miRNAs returning differential accumulation profiles across the three analysed segments of the epididymis from which epididymosomes were harvested (Fig. 5). Both assessment strategies were also highly suggestive that miRNA incorporation into epididymosomes is selective. For instance, *miR-34c* and *miR-467e* were found to be predominantly accumulated into epididymosomes in the cauda and caput epididymis, respectively. In contrast, the expression of *miR-34c* was some 2-fold higher in the epithelium of the caput epididymis versus that of the cauda, and in the case of *miR-467e*, we failed to detect this miRNA in the epithelium of any segment of the epididymis (Supplementary Table S3)^26^. 

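In the sequencing data all 8 of these miRNAs were differentially accumulated between caput and cauda by limma with Benjamini-Hochberg adjustment over the 349 miRNAs tested, in the direction of their grouping. All 8 also passed when adjusted over the list alone, which is not independent evidence because they were chosen from these libraries. With 1 library left out at a time 7 or 8 passed, and with limma-voom 7, all but miR-467e-5p. The largest rise apart from miR-196b-5p was that of miR-139-5p, from 5.54 ± 2.16 CPM (SD, n = 3) in the caput to 62.9 ± 24.7 CPM (SD, n = 3) in the cauda, a log2 fold change of 3.25 (standard error 0.47). miR-34b-5p rose from 26.9 ± 18.6 CPM to 81.8 ± 12.8 CPM (SD, n = 3), a log2 fold change of 1.95, or 1.09 without caput replicate 2. miR-467a-5p fell from 73.4 ± 30.6 CPM to 15.8 ± 0.332 CPM (SD, n = 3). Its values equal those of miR-467b-5p in every library, so the reads of this name are uncertain. miR-467d-5p fell from 34.5 ± 16.0 CPM to 6.48 ± 0.984 CPM (SD, n = 3), a log2 fold change of -2.14.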

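miR-34c-5p, encoded on chromosome 9 of GRCm38 from 51103034 to 51103110 on the strand opposite Btg4, had 550 ± 339 CPM (SD, n = 3) in the caput, 350 ± 27.3 CPM (SD, n = 3) in the corpus and 1469 ± 209 CPM (SD, n = 3) in the cauda. Its log2 fold change from caput to cauda was 1.70 (standard error 0.49), with an adjusted p of 0.00948 by limma with Benjamini-Hochberg adjustment. Caput replicate 2, at 164 CPM against 798 and 689 CPM in the others, decides whether the change exceeds 2-fold: without it the log2 fold change was 0.98. With TMM normalization it was 1.02, and with median-of-ratios scaling 0.98. miR-467e-5p lies on chromosome 2 from 10505721 to 10505807 in an intron of Sfmbt2. It had 26.4 ± 16.6 CPM (SD, n = 3) in the caput, 13.2 ± 0.882 CPM (SD, n = 3) in the corpus and 8.66 ± 1.34 CPM (SD, n = 3) in the cauda, where 16 to 51 reads stood behind each value. The log2 fold change from caput to cauda was -1.30 (standard error 0.50), with an adjusted p of 0.0370 by the same test with Benjamini-Hochberg adjustment. This adjusted p rose above 0.05 when any one of 6 of the 9 libraries was left out, to 0.119 without caput replicate 3, 0.117 without cauda replicate 2, 0.104 without caput replicate 1, 0.0687 without cauda replicate 3, 0.0572 without cauda replicate 1 and 0.0520 without corpus replicate 1, by limma with Benjamini-Hochberg adjustment. This adjusted p was 0.0548 with limma-voom and Benjamini-Hochberg adjustment. With TMM normalization the log2 fold change of miR-467e-5p was -1.92.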

We did however note close similarities in the trends of miRNA abundance within both epididymosomes and spermatozoa sampled from equivalent segments (Supplementary Table S3)^22^. In this context, *miR34c* and *miR-467e* were again most abundant in cauda and caput spermatozoa, respectively^22^.

### Comparison of the miRNA profile of epididymal epithelial cells, spermatozoa and epididymosomes

To build on these observations, we profiled two previously generated sequencing datasets^22^,^26^ to compare the miRNA signatures of mouse epididymal epithelial cells (accession number GSE70197), spermatozoa (accession number GSE70198), and epididymosomes (this study). This analysis revealed a number of striking results, including; only ~46% (190) of the 412 miRNAs identified across the three individual experiments performed were represented in each dataset (Supplementary Table S3). Further, 164 of the total number of miRNAs detected in epididymosomes (n = 358) were either absent, or below the established detection sensitivity, in the epididymal soma. These included several highly abundant epididymosome miRNAs, namely *miR-21a-5p* (20,283 reads) and *miR-6240* (2,427 reads; Supplementary Table S1). Such data accord with independent evidence that a portion of miRNAs are selectively packaged into epididymosomes thus precluding their accumulation in the parent epithelial cells from which they originate^11^. In contrast to the epithelial cell-epididymosome comparison, this approach also revealed substantial overlap in the miRNA profiles of spermatozoa and epididymosomes (Supplementary Table S3). 

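In the epididymosome libraries miR-21a-5p had a mean of 15476 CPM over the 9 libraries. Its level was 12596 ± 4700 CPM (SD, n = 3) in the caput, 13448 ± 2048 CPM (SD, n = 3) in the corpus and 20384 ± 1719 CPM (SD, n = 3) in the cauda. Its hairpin lies on chromosome 11 of GRCm38 from 86584067 to 86584158, in an exon of Vmp1. miR-6240, encoded on chromosome 5 from 114851948 to 114852064 with no annotated gene over it, had a mean of 2962 CPM. Its replicates differed widely, from 482 to 8577 CPM among caput libraries, 1510 to 6403 CPM among corpus libraries and 742 to 2446 CPM among cauda libraries.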

More specifically, spermatozoa share 242 (82%) of their total pool (n = 295) of miRNAs with that of epididymosomes. In addition, 52 miRNAs detected in both our spermatozoa/epididymosome datasets were further determined to be absent in our epididymal epithelial cell miRNA profiles.

Linear regression analysis was also undertaken to gauge similarities in the relative abundance of miRNAs that were detected in mouse epididymal epithelial cell, spermatozoa and epididymosome datasets (Fig. 6). A strongest positive correlation was detected in comparisons of the abundance of miRNAs in caput-corpus epithelial cells and spermatozoa (R^2^ = 0.792 and 0.812, respectively). Similar positive correlations were also observed when comparing miRNA abundance between sperm-epididymosomes and between epithelial cells-epididymosomes however, the correlation coefficient was lower among these datasets. A notable exception to this trend was that the miRNA profile of cauda sperm was markedly different to that of cauda epithelial cells and epididymosomes (R^2^ = 0.042 and 0.002, respectively), while comparison of miRNA abundance between cauda epithelial cells-epididymosomes revealed a strong positive correlation (R^2^ = 0.768). These observations parallel our previous analyses, which demonstrated that the miRNA signature of cauda spermatozoa is highly dissimilar to that of caput and corpus spermatozoa^22^. Further, comparison of miRNA abundance between epithelial cells-epididymosomes revealed that epididymosomes are substantially enriched in multiple miRNAs, particularly in the corpus and cauda epididymal segments. The observed miRNA enrichment within epididymosomes relative to parent epididymal cells provides ancillary evidence for the highly selective compartmentalisation and export of epithelium-generated miRNAs.

### miRNAs are directly transferred from epididymosomes to mouse spermatozoa

We next sought to investigate the potential for epididymosome-mediated transfer of miRNAs to spermatozoa. Although such a mode of intercellular trafficking has been confirmed for protein cargo^27^, it remains to be proven as a mechanism for transfer of miRNAs to maturing mouse spermatozoa. For the purpose of this study, we employed a co-incubation strategy originally developed for investigating of the delivery of epididymosome protein cargo to spermatozoa in the bovine model^27^. The utility of this protocol was initially assessed by labelling of epididymosomes with carboxyfluorescein diacetate succinimidyl ester (CFSE). As anticipated based on an absence of esterase activity, the labelled epididymosomes did not yield any fluorescent signal following adherence to aldehyde/sulphate latex beads (Fig. 7a). In contrast, approximately 30% of the live sperm population were strongly labelled following co-incubation with CFSE loaded epididymosomes (Fig. 7b). Notably, this labelling appeared highly selective such that it was exclusively detected in the head and mid-piece of the flagellum and further appeared restricted to live spermatozoa, with no staining observed in any of the dead cells. To control for the possibility of non-specific labelling due to the presence of unbound CFSE, spermatozoa were also directly labelled with CFSE, revealing a distinct pattern of labelling that was present in all cells. Specifically, the dye readily labelled the entire sperm cell, including both the head and mid/principal piece of the flagellum (Fig. 7c). In contrast to epididymosome-mediated labelling, direct labelling of the sperm population also yielded CFSE fluorescence, albeit less intense, in dead cells (Fig. 7c). The selectivity of CFSE internalisation was further evidenced via the use of a competition assay whereby spermatozoa were incubated with varying proportions of CFSE labelled (0%, 25%, 50%, 100%) versus non-labelled (100%, 75%, 50%, 0%) epididymosomes (Fig. 7d). As shown, this experiment established a strong dose-response relationship, whereby the more CFSE labelled epididymosomes present in the co-incubation suspension, the greater the percentage of spermatozoa that stained with CFSE.

Having established the suitability of a co-incubation protocol to track spermatozoa-epididymosome interactions, we next investigated whether such interactions facilitated the transfer of miRNA cargo to spermatozoa. Five miRNAs (*miR-191, miR-375, miR-467a, miR-467d, miR-467e*) were selected for inclusion in this analysis based on their high abundance in caput epididymosomes. 

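By mean CPM in the caput libraries, miR-191-5p ranked 5 of the 358 miRNAs at 18876 ± 6834 CPM (SD, n = 3), and fell to 6189 ± 1724 CPM (SD, n = 3) in the cauda, a log2 fold change of -1.57 (adjusted p of 0.00132 by limma with Benjamini-Hochberg adjustment). miR-375-3p ranked 44, and the miR-467 members ranked 136 (miR-467a-5p), 184 (miR-467d-5p) and 192 (miR-467e-5p).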

As illustrated in Fig. 8, this strategy proved effective in demonstrating significant accumulation of each of the five target miRNAs into spermatozoa. Since, only ~30% of the live sperm population were able to consistently internalise the CSFE dye during epididymosome co-incubation (Fig. 7d), it is considered likely that miRNA transfer efficacy would be considerably higher if this analysis was restricted to the live cell only population. Nevertheless, the data presented in Fig. 8 provide the first evidence that identifies mouse spermatozoa as recipients of epididymosome-mediated transfer of miRNA cargo.

## Discussion

This study extends on the previous work that has identified the miRNA class of sRNA as an additional and potentially developmentally important tier of regulation in the male reproductive tract^11^,^22^,^26^,^28^,^29^,^30^. Through development of a tractable protocol for the isolation of mouse epididymosomes, here we provide novel insight into the complexity of the segment specific miRNA profiles of these extracellular vesicles as well as exploring their capacity to deliver this important regulatory cargo to maturing spermatozoa. Our data indicate that, in addition to the more widely reported role as transporters of protein^7^,^31^,^32^ and lipid cargo^9^, epididymosomes are also carriers of miRNA, a developmentally important class of regulatory RNA. Further, many of the profiled miRNA were determined to be at considerably enriched levels compared to parent cells (the epididymal epithelial cells). Indeed, almost a third of the miRNAs detected in the epididymosome fraction were not present in our equivalent profiling of epididymal epithelial cell miRNAs^26^. While we cannot entirely discount the possibility that such differences may, in part, reflect either: (i) greater depth of sequence coverage achieved in our current analysis, (ii) profiling of a subset of epididymosomes originating from a non-surveyed epithelial cell population upstream of the caput epididymis, or (iii) contamination of our samples with vesicles released from ruptured cytoplasmic droplets; the data presented here does nevertheless accord with independent evidence that the epididymosome miRNA signature diverges from that of the epithelial cells from which they originate^11^. Taken together, the observations made to date present strong evidence that the packaging of the molecular cargo into epididymosomes is a highly selective, rather than stochastic process. Such a model draws support from a wealth of extracellular vesicle based studies^33^,^34^,^35^, which have shown that abundant RNA species in extracellular vesicles can remain virtually undetectable in the parent cell^36^. However, the precise sorting mechanism responsible for discriminating the molecular payload of these vesicles from that of their parent cells remains poorly understood. While the presence of consensus exomotifs (e.g. GGAG and CCCU)^37^ have been reported within the 3′ half of the mature sRNA sequence of miRNAs selectively incorporated into some exosome populations, similar motifs were only detected in the 3′ half of a small portion (25/358; ~7%) of the epididymosome-borne miRNAs identified here (Supplementary Figure S2). Such findings do not preclude the possibility that alternative exomotifs may be present among these miRNAs or that non canonical pathways^38^ may be adopted for the extracellular export of miRNA in the epididymis.

The epididymis may represent an interesting model to address the question of selective vesicle packaging considering the substantive segment-segment variation in epididymosome miRNA profiles reported here. Indeed, we identified marked changes in epididymosome miRNA profiles between epididymal segments, including an apparent gradient of increasing profile complexity between the proximal and distal epididymal segments. This finding mirrors that of the sperm miRNA profile, that is; progressive modification of the miRNA profile as the sperm descend through the proximal epididymal segments (caput and corpus) before undergoing extensive changes coincident with their prolonged residence in the distal (cauda) epididymis^22^. These miRNA profiles do however, contrast with well established paradigms of epididymal sperm maturation that attribute the majority of functional changes to the proximal segments (distal caput/proximal corpus)^39^. From these data we infer that the modification of the sperm miRNA profile is not strictly tied to the functional maturation of these cells. Irrespective, they identify the epididymis as an important site in establishment of the sperm epigenome, and since these cells are incapable of *de novo* transcription, they also firmly implicate epididymosomes as a conduit for the transfer of such developmentally important regulatory information. Consistent with this hypothesis, we identified substantial overlap in the miRNA signature of both spermatozoa and epididymosomes with as many as 82% of sperm-borne miRNAs also being detected in epididymosomes. Prominent among these were members of the *let7, miR-30, miR-465, miR-466, miR-467*, and *miR-669* clusters.

We further exploited a co-incubation strategy originally developed in the bovine model^27^ to provide proof-of-concept that mouse epididymosomes can directly interact with homologous spermatozoa. Moreover, we demonstrate that this is a productive interaction leading to an apparent uptake, and significant accumulation, of several prominent epididymosome miRNAs. While we have yet to explore the full extent of miRNA transfer facilitated during this interaction, we did make the striking observation that it was highly selective. In this context, an encapsulated tracer dye (CFSE) was exclusively delivered from epididymosomes to the sperm head and mid-piece of the flagellum. Given the transcriptionally inert state of the mature spermatozoon, it is considered unlikely the uptake of miRNA into these intracellular domains would have any direct impact on the functional profile of these cells. Such restricted deposition would however, ideally position the miRNAs for entry into the oocyte cytosol at the time of fertilisation, thus enhancing the prospect that these miRNAs could serve as mediators of the epigenetic regulation of the resultant embryo. However, proof of an epigenetic regulatory role for epididymosome delivered miRNAs requires further evidence demonstrating that sperm-borne miRNAs control transcription homeostasis in fertilised oocytes, zygotes and two-cell embryos^40^. It is also notable that the sperm domains labelled with CFSE here perfectly align with the distribution of proteins trafficked to bovine spermatozoa via epididymosomes, which are also found to preferentially localise to the acrosomal and mid-piece domains^27^. The mechanism(s) by which such selective recognition and uptake of epididymosome cargo may be conferred have yet to be fully elucidated, but could conceivably involve complementary ligands/receptors furnished on the surface of the epididymosomes and the recipient spermatozoa^41^. In this context, previous work has shown that epididymosomes contain a variety of candidate adhesion molecules, including tetraspanins (CD9), integrins, and milk fat globule-epidermal growth factor 8 protein^42^. A similar repertoire of ligands have been documented on a variety of extracellular vesicles suggesting that they may be a universal feature to help target these entities and ensure selectivity in their uptake among the hundreds of cell types that they may encounter^35^.

As an additional tier of specificity, it was also noted that epididymosomes appeared to exclusively interact with live cells; we consistently failed to detect any fluorescent dye labelling of dead or moribund cells. Importantly, such selectivity was not artefactual as illustrated by the strong fluorescent signal generated throughout the entire spermatozoon (both live and dead cells) upon direct incubation with free CSFC. An important precedent for these findings has been provided by the work of Sullivan and colleagues who have shown that epididymosomes constitute a heterogeneous pool that can be subdivided into at least two populations on the basis of size and the presence/absence of CD9^32^,^43^. The smaller of these (~10 to 100 nm) bear the CD9 antigen and bind preferentially to live spermatozoa, whereas the larger CD9 negative sub-population possess higher affinity for dead cells^6^. While the scale of epididymosome recovery from mice precluded the possibility of exploring such heterogeneity, the characteristics of the epididymosomes isolated here (i.e. CD9 positive, diameter of 50 to 150 nm) suggest that our isolation protocol may have been biased toward the former population. In any case, the ability of epididymosomes to actively bind live cells supports the concept that this interaction is tightly regulated and raises the intriguing possibility that the epididymis is able to discriminate cell quality and restrict its investment to the processing of viable cells^6^.

Taken together, this work substantiates the growing consensus that the epididymis serves as a key staging point for establishment of the sperm epigenome^14^. Importantly, this epigenome may be altered by a range of environmental insults^44^. The relatively high degree of overlap documented among reported epididymosome miRNA profiles (Supplementary Tables S4 and S5)^11^,^45^ strongly suggests that this mode of intercellular communication may be highly conserved across mammalian species. Indeed, notwithstanding limitations imposed by the use of different methodology for miRNA identification (next generation sequencing versus microarray approaches), our mouse epididymosome dataset comprised as many as 88% of the miRNAs that have previously been documented in bovine epididymosomes^11^ (Supplementary Table S5). Further, and while beyond the scope of the present study, it is likely that epididymosome function may also extend to the horizontal transfer of additional species of regulatory non-protein-coding RNA, including (but not limited to) transfer RNA fragments (tRFs), piwi-interacting RNAs (piRNAs), and other subclasses of small-interfering RNA (siRNA), thus potentially contributing to pronounced epigenetic alterations (such as metabolic/reproductive disruption and adverse behavioural symptoms) on subsequent generations^15^,^16^,^46^. Indeed, the recent studies of Rando and colleagues (2016) present compelling evidence that dietary perturbations can alter the profile of tRFs delivered to sperm via epididymosomes^12^. Further exploration of this pathway for information transfer is thus likely to prove a productive avenue for future research, particularly in the context of addressing pertinent questions, such as: how do epididymal soma respond to environmental cues to alter the molecular cargo of epididymosomes^14^? This is particularly perplexing in view of the fact that many of the stressors linked to changes in the sperm epigenome^15^,^17^,^19^ occur at sites distal from the male reproductive tract and that this tissue apparently lacks the innervation^3^ required for conveying extrinsic stress-induced neuronal factors directly to the sperm. This has encouraged speculation that the heterogeneous population of epididymosomes that sperm encounter may include contributions, albeit minor, from somatic cells that lay beyond that of the male reproductive tract^13^. While the validity of such a model awaits further scrutiny, it is notable that genetic markers originating from distal somatic cells have been detected in epididymal mouse spermatozoa and crude preparations of plasma extracellular vesicles^47^.

Notably, although a focus for our work has been epididymosome-sperm interactions, this does not discount the possibility that these extracellular vesicles hold a fundamental role in relaying regulatory information to enforce the strict control of epididymal epithelial cell function. Certainly, extracellular vesicles are replete in most biological fluids and have been conclusively shown to convey miRNA cargo to recipient cells where they act to initiate RNA regulatory pathways^48^. Further support for this form of paracrine regulation has been afforded by the elegant study of Sullivan and colleagues who have shown that epididymosomes can bind, and subsequently transfer miRNAs, directly to cultured epididymal epithelial cells^11^. Such a mechanism could underpin the control of at least a portion of the >17,000 genes that are known to be expressed in the mouse epididymis^49^ and conceivably account (at least partially) for the segment-specific patterns of gene expression and/or protein abundance that characterise this ductal system^3^. Indeed, comprehensive transcriptomic analyses have led to the demarcation of 6 unique transcriptional units within the mouse epididymis^49^. Thus, in dividing the epididymis into three broad anatomical segments, we may have inadvertently overlooked some of the subtlety associated with epididymosome miRNA profiles. Despite this, an analysis of the key biological pathways potentially targeted by differentially accumulating miRNAs revealed a majority centred on regulation of cellular growth and proliferation, cellular development, and cell death and survival, as might be expected of molecules involved in the maintenance of epididymal homeostasis. Given that epididymosomes also feature among the constituents of seminal fluid that are delivered to the female tract at the time of ejaculation, it must also be considered that they could exert similar regulatory control within the female reproductive with potential implications for conditioning of the periconceptual environment^50^,^51^.

In summary, this study reports the comprehensive mapping of the miRNA profile of mouse epididymosomes under normal physiological conditions. In so doing, we have revealed a complex profile that is discrete from that of their parent cells. These data support the selective processing and packaging of the macromolecular cargo of epididymosomes, and demonstrate that this selective packaging further extends to their downstream interactions with spermatozoa. The significance of such findings lie in their validation of a widely promulgated model of intercellular communication between the epididymal soma and maturing germ cells. In addition to potential implications for epigenetic mechanisms of inheritance, these data identify epididymosomes as a potential conduit for modulating the environments of both the male and female reproductive tracts through the delivery of RNA silencing substrates. Further research is now warranted to explore the extent of the role epididymosomes play in such phenomena.

## Methods

### Reagents

All reagents used were of research grade and, unless specified, were obtained from Sigma Aldrich (St. Louis, Mo, USA) or ThermoFisher Scientific (Waltham, MA, USA).

### Ethics statement

All experimental procedures were carried out with the approval of the University of Newcastle’s Animal Care and Ethics Committee (approval number A-2013-322), in accordance with relevant national and international guidelines. Inbred Swiss mice were housed under a controlled lighting regime (16L: 8D) at 21–22 °C and supplied with food and water *ad libitum*. Prior to dissection, animals were euthanized via CO_2_ inhalation.

### Epididymosome isolation

Immediately after adult male mice (8 weeks old) were euthanised, their vasculature was perfused with pre-warmed PBS to minimise the possibility of blood contamination. The epididymides were then removed, carefully separated from fat and overlying connective tissue and dissected into three anatomical segments corresponding to the caput, corpus and cauda. Luminal fluid was aspirated from each segment by placing the tissue in a 500 μl droplet of modified Biggers, Whitten, and Whittingham media (BWW; pH 7.4, osmolarity 300 mOsm/kg^52^,^53^) and making multiple incisions with a razor blade. The tissue was then subjected to mild agitation and the medium subsequently filtered through 70 μm membranes. This suspension was then divided into three equal aliquots and prepared for epididymosome isolation using either differential centrifugation^54^, a commercial exosome isolation protocol (Total Exosome Isolation kit, Invitrogen) or OptiPrep (Sigma-Aldrich) density gradients^55^. Of these, the OptiPrep density gradients proved most suitable and were therefore adopted for use in all subsequent experiments. This protocol involved sequential centrifugation of the epididymal fluid suspensions with increasing velocity (500 × g, 2,000 × g, 4,000 × g, 8,000 × g, 17,000 × g) to eliminate all cellular debris before layering the supernatant onto a discontinuous OptiPrep gradient (40%, 20%, 10%, and 5%), created by diluting 60% OptiPrep with a solution of 0.25 M sucrose, 10 mM Tris. The gradient was ultracentrifuged (100,000 × g, 18 h, 4 °C), after which twelve equivalent fractions were collected, diluted in PBS and subjected to a final ultracentrifugation spin (100,000 × g, 3 h, 4 °C). Notably, approximately 30–40% of the sperm cells recovered during the initial centrifugation step (500 × g), had shed their cytoplasmic droplet. While, it is considered unlikely that these relatively large entities (0.5 to 2.0 μm in diameter) would be co-purified with epididymosomes (~50 to 150 nm in diameter), it is acknowledged that they contain spherical vesicles (~60 to 100 nm in diameter)^56^ that could be released if cytoplasmic droplets were ruptured. Thus, to control for this possibility, all isolated epididymosome preparations were immunoblotted with the antibodies against the cytoplasmic droplet marker, ALOX15^25^.

### Epididymosome characterisation

Isolated epididymosome fractions were characterised on the basis of their purity, particle size and overall homogeneity. Each sample was initially analysed on a Zetasizer Nano ZS (Malvern Instruments, Malvern, United Kingdom) to determine mean particle size in addition to the amount of variation within a sample. The latter is reported in the form of a polydispersity index (PDI), whereby low PDI values reflect highly monodisperse preparations, and values >1 indicate that the sample returned a varied size distribution. Each sample was analysed a minimum of 10 times, with 10 cycles per analysis. Epididymosome size and purity was further assessed via conventional transmission electron microscopy, whereby pelleted epididymosomes were sequentially fixed in 2.5% glutaraldehyde and 2% osmium tetroxide before being embedded in Spurr’s resin as previously described^57^. Embedded resin blocks were sectioned with a diamond knife and micrographs were captured on a transmission electron microscope at 80 kV. Epididymosomes were further visualised via binding to 4 μm aldehyde/sulphate latex beads (ThermoFisher Scientific) and fluorescent labelling of recognised extracellular vesicle surface markers, including CD9 and flotillin 1 (FLOT1)^58^ using established protocols for extracellular vesicle analysis^59^. As a final complementary validation strategy, isolated populations of epididymosomes were prepared for immunoblotting with a suite of antibodies recommended for experimental validation of extracellular vesicles, including anti-CD9, anti-FLOT1, anti-PSMD7, anti-HSP90B1, and anti-TUBB antibodies.

### RNA extraction and next-generation sequencing of the small RNA fraction

Total RNA was extracted from purified epididymosomes using a Direct-zol RNA MiniPrep Kit (Zymo Research Corporation, Irvine, CA, USA) according to manufacturers’ instructions before being incubated with 1% DNase (Promega) to eliminate genomic DNA contamination^53^. Total RNA from each epididymal segment (caput, corpus, cauda) was pooled from a minimum of nine animals to generate a single biological replicate. Three such biological replicates were subjected to Illumina TruSeq small RNA sample preparation protocol as per the manufacturers’ instructions (Illumina Inc. San Diego, CA, USA) at the Australian Genome Research Facility (AGRF, Melbourne, VIC, Australia). The miRNA libraries generated from the three biological replicates were analysed in triplicate and sequenced using an Illumina Hiseq-2000 RNA-seq platform as 50 base-pair (bp) single end chemistry at AGRF as previously described^22^,^26^,^53^. Briefly, the sequence reads from all samples were analysed for quality control on an Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA, USA) and screened for the presence of contaminants by matching against the contaminant database (containing PhiX, ChrM, rDNA and Illumina small RNA adaptor sequences) using cutadapt^60^ and bowtie aligner. The cleaned sequence reads were then processed through the quantification modules miRDEEP2 ver2.0.0.7 pipeline for known miRNA expression profiling^61^.

miRNA read counts were normalised as per library size, and a normalised count value of >10 counts per million (CPM) was used as the detection threshold for miRNA presence per library. The edgeR^62^ and limma Bioconductor package were used to perform sample diagnostics and differential expression analysis with a data filter set to ≥2-fold difference and false discovery rate (FDR) of 0.05. A multi dimension scaling (MDS) plot^63^ was generated to visualise the relationship between the set of samples in each biological replicate. For this purpose, the leading log-fold change was plotted for dimensions 1 and 2 using all miRNA counts, with samples displaying similar expression profiles clustering together. All data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE79500 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79500).

### Real time PCR validation of miRNA read data

Validation of the next generation sequencing generated miRNA profiles was conducted using quantitative real-time PCR (RT-qPCR) with (non-locked nucleic acid modified) TaqMan miRNA assay reagents to detect and amplify only mature forms of each miRNA under analysis in accordance with the manufacturer’s instructions (ThermoFisher Scientific). The miRNAs selected for analysis were *miR-375* (assay ID 000564), *miR-139-5p* (assay ID 002689), *miR-191-5p* (assay ID 002299), *miR*-*196b-5p* (assay ID 002215), *miR-151* (assay ID 001190), *miR-34b-5p* (assay ID 002617), *miR-34c-5p* (assay ID 000428), *miR-467a-5p* (assay ID 001826), *miR467d* (assay ID 002518) and *miR-467e* (assay ID 002568). RT-qPCR was performed using a Light Cycler 96 SW 1.1 (Roche, Castle Hill, Australia). RT-qPCR data was normalised against the U6 small nuclear RNA (snRNA; assay ID 001973) as this endogenous snRNA was identified as evenly abundant across each epididymis segment, and relative abundance was calculated using the 2^−ΔCt^ method^64^. All sRNA RT-qPCR analyses were performed in triplicate using pooled biological samples (6–9 mice/sample). However, due to limitations in generating the volume of epididymosome material required for total RNA extraction for sRNA sequencing, the cDNA used for these RT-qPCR analyses was synthesised from a separate pool of animals to that used for sequencing.

### Transfer of epididymosome miRNA cargo to spermatozoa

Epididymal spermatozoa were isolated as previously described^22^ prior to co-incubation with purified epididymosomes using methodology optimised for the *in vitro* transfer of proteins between bovine epididymosomes and spermatozoa^27^. The suitability of this protocol was initially assessed by preloading epididymosomes with carboxyfluorescein diacetate succinimidyl ester (CFSE), a non-fluorescent membrane permeant dye. Upon entry into a cell, the acetate groups of CFSE are rapidly removed by intracellular esterases yielding a highly fluorescent, non-membrane permeant carboxyfluorescein label that is capable of forming stable conjugates with primary amines. For this study, freshly isolated epididymosomes were pooled from the caput epididymal segment of six animals and resuspended in modified BWW (pH 6.5) supplemented with 1 mM ZnCl_2_ (Zn-BWW)^27^ before being split into two equal samples. The samples were either labelled with CFSE (1 μM) for 30 min at 37 °C, or treated with an equivalent volume of DMSO prior to being washed in PBS and subjected to ultracentrifugation (100,000 × g, 3 h, 4 °C). The resultant epididymosome pellets were resuspended in Zn-BWW and co-incubated with caput spermatozoa (2 × 10^6^) for 3 h at 37 °C in 5% CO_2_ with gentle agitation^27^. Following incubation, spermatozoa were pelleted by centrifugation (400 × g, 3 min), resuspended in Zn-BWW, and their viability assessed by co-labelling with Live/Dead fixable far red dead cell stain (ThermoFisher Scientific) for 15 min at 37 °C. The sperm suspensions were then washed three times by centrifugation (400 × g, 3 min) in Zn-BWW before mounting and visualisation by confocal microscopy. Additional controls for this experiment included incubation of labelled epididymosomes with aldehyde/sulphate beads and direct CFSE (1 μM) labelling of populations of caput spermatozoa (2 × 10^6^) for 3 h at 37 °C in 5% CO_2_. In addition, a competition experiment was performed whereby spermatozoa were incubated with varying proportions of non-labelled versus CFSE labelled epididymosomes in order to assess the dye internalisation efficacy achieved in this assay.

To assess epididymosome-mediated transfer of miRNAs to spermatozoa, freshly purified caput and corpus epididymosomes were pooled from three animals and resuspended with 2 × 10^6^ caput spermatozoa in 250 μl of Zn-BWW or an equivalent volume of Zn-BWW medium only (control). Epididymosomes and spermatozoa were then co-incubated as described above before the spermatozoa were pelleted by centrifugation (400 × g, 3 min). The cells were then resuspended in pre-warmed PBS and washed three times to remove any unbound or peripherally adherent epididymosomes, before being processed for total RNA extraction. The relative level of candidate miRNAs was subsequently quantified by RT-qPCR to determine the efficacy of miRNA transfer.

### *In silico* analysis of identified miRNAs and target prediction

*In silico* analysis of miRNA profiles was undertaken using a suite of techniques^53^. Briefly, miRNAs were log transformed, subject to hierarchical median gene clustering (Cluster3, Stanford University, Palo Alto, CA, USA) and examined using heatmaps (Java Treeview, Stanford University) to ensure consistency among biological replicates, and via volcano plots to visualise trends associated with differentially accumulating miRNA in the epididymosomes of each epididymal segment. Ingenuity Pathway Analysis (IPA) software (v8.8, Ingenuity Systems, Redwood City, CA, USA) was utilised to further investigate miRNAs determined to have significant fold changes in accumulation between epididymal segments. To identify biological pathways that may be influenced by differentially accumulating miRNAs, gene targets of these miRNAs were predicted using experimentally validated filters.

### Statistical analysis

JMP Software (v12.2.0) was used to perform multivariate correlation analyses and Student T-tests to determine statistical significance with a significance threshold of *P* < 0.05. Linear regression modelling was performed in R. All experiments were performed in triplicate and all data are expressed as mean ± SEM.

## Additional Information

****Accession codes:**** All data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE79500 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79500).

**How to cite this article**: Reilly, J. N. *et al*. Characterisation of mouse epididymosomes reveals a complex profile of microRNAs and a potential mechanism for modification of the sperm epigenome. *Sci. Rep.* **6**, 31794; doi: 10.1038/srep31794 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
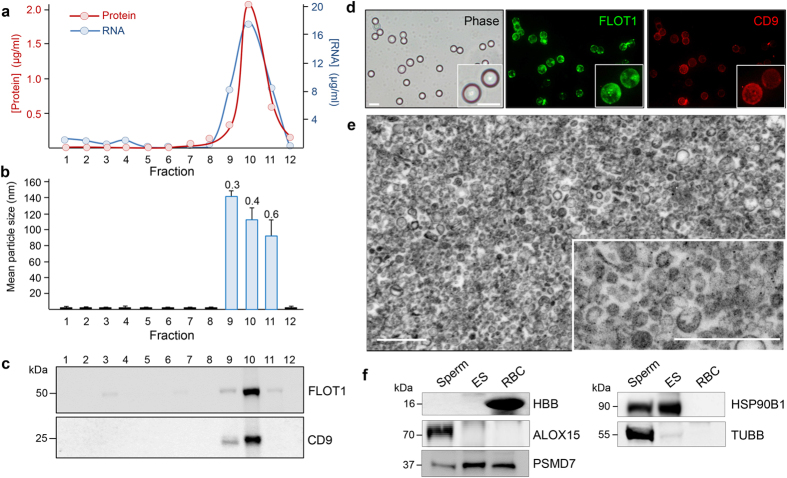
Assessment of epididymosome purity. A suite of assays were employed to assess the purity of epididymosomes isolated by OptiPrep density gradient fractionation. Briefly, twelve equal fractions were recovered after ultracentrifugation of the gradient and an aliquot of each prepared for (**a**) quantitative assessment of both protein and RNA content and (**b**) size heterogeneity. The latter was accomplished via measurement of mean particle size using dynamic light scattering. These data are reported as particle size (columns) and a polydispersity index value (numbers above columns), whereby the lower the value the more homogenous the preparation. (**c**) Immunoblot analyses were performed to determine distribution of the epididymosome markers flotillin 1 (FLOT1) and CD9 within each fraction. (**d**) The same markers were also used to dual-label epididymosomes bound to aldehyde/sulphate latex beads (FLOT1 green, CD9 red). Scale bar = 5 μm. (**e**) Epididymosome preparations were also assessed via transmission electron microscopy to confirm the size and heterogeneity of the isolated populations. Scale bar = 500 nm. (**f**) Epididymosome (ES) preparations (pooled fractions 9 and 10) were resolved by SDS-PAGE alongside cell lysates prepared from spermatozoa (sperm) and red blood cells (RBC) and immunoblotted with either anti-haemoglobin (HBB) or anti-arachidonate 15-lipoxygenase (ALOX15) antibodies to control for blood and/or cytoplasmic droplet contamination, respectively. Immunoblots were also probed with antibodies against known epididymosome protein cargo (26S proteasome non-ATPase regulatory subunit 7, PSMD7; heat shock protein 90kDa beta member 1, HSP90B1; beta tubulin, TUBB).

**Figure 2:**
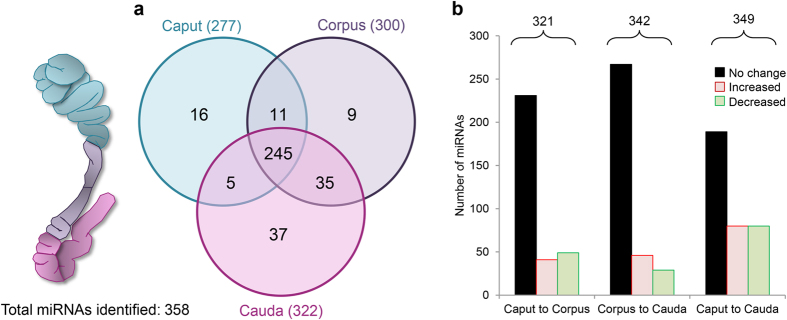
Evaluation of epididymosome miRNA signatures throughout the epididymis. (**a**) Venn diagram illustrating the total number of mature miRNAs identified in adult mouse epididymosomes by next generation sequencing and their distribution throughout the caput, corpus and caudal epididymal segments. (**b**) Graphical representation of the proportion of miRNAs identifying those that were either present at equivalent levels (unchanged) or alternatively, were significantly up- or down-regulated (increased or decreased, respectively) (threshold = ±≥2-fold change and false discovery rate of <0.05) across different epididymal segments. Post normalisation average counts of ≥10 reads / million across each of three biological replicates (n = 9–12 mice/replicate) were used as a detection sensitivity threshold for the positive identification of epididymosome miRNAs reported in this study.

**Figure 3:**
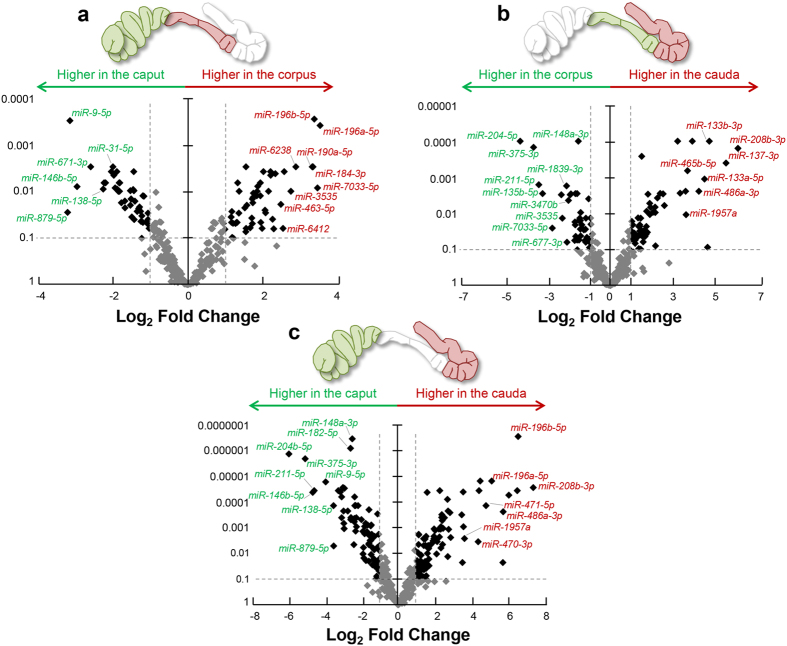
Volcano plots depicting fold changes associated with differentially accumulated epididymosome miRNAs. Volcano plots were constructed to demonstrate the fold change (x-axis) and false discovery rate (y-axis) of miRNAs that were determined to be differentially accumulated in epididymosomes isolated from the (**a**) caput/corpus, (**b**) corpus/cauda, and (**c**) caput/cauda epididymis. Thresholds denoting significant increases or decreases in miRNA accumulation are depicted by dotted lines (threshold = ±≥2 fold change and false discovery rate of <0.05).

**Figure 4:**
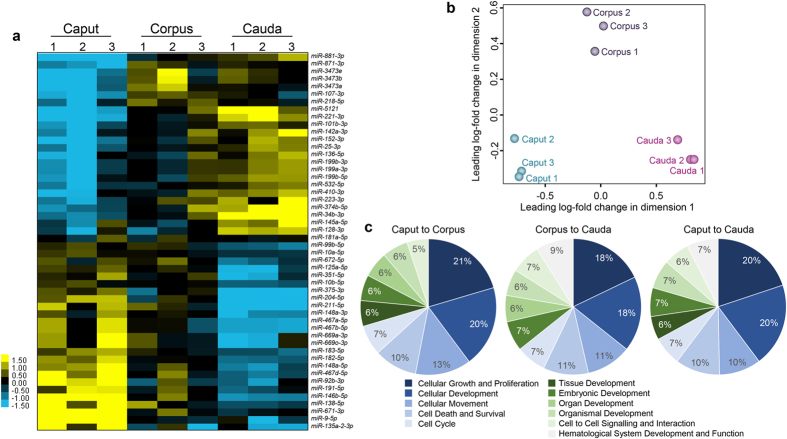
Profiling of variability in epididymosome miRNA abundance across biological replicates and determination of the putative biological functions regulated by differentially accumulating miRNAs. (**a**) Hierarchical clustering of the 50 miRNAs that exhibited the highest fold changes between epididymal segments was performed to assess consistency among the three biological replicates subjected to next generation sequencing. Cells within the matrix depict the relative abundance of a single miRNA, with yellow and blue colouring representing the accumulation (log_2_ fold change), above and below the median accumulation of this miRNA, in all biological replicates respectively. (**b**) Multi-dimension scaling analysis of normalised miRNA data based on leading log fold changes of the miRNAs showing the relationship between biological replicates. Three distinct populations are shown, corresponding to epididymosomes sampled from each epididymal segment. (**c**) Biological functions of differentially accumulating epididymosome miRNAs were predicted through interrogation of Ingenuity Pathway Analysis software. A majority of the experimentally validated target genes mapped to the broad categories of regulating cellular growth and proliferation, cell development, and cell death and survival.

**Figure 5:**
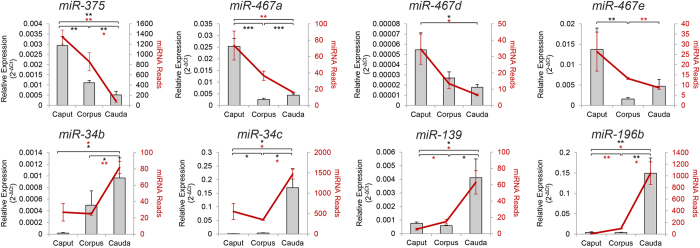
RT-qPCR validation of the abundance of differentially accumulating epididymosome miRNAs. Next generation sequence data were validated via the targeted RT-qPCR amplification of differentially accumulating miRNAs. Candidate miRNAs included representatives with the highest abundance (according to sequencing data) in epididymosomes from the proximal (caput: *miR-375, miR-467a, miR-467d* and *miR-467e*) or distal epididymis (cauda: *miR-34b, miR-34c, miR-139* and *miR-196b*). cDNA generation and RT-qPCR validations were performed in triplicate using three pools of biological samples (n = 6–9 mice per sample) differing from those used for next generation sequence analyses. Expression levels of target miRNAs were normalised against the U6 small nuclear RNA control (determined to uniformly accumulate across samples by sequencing). Values are shown as an average ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. NGS reads are represented as dark red line graphs while the relative abundance (2^−ΔCt^) of each miRNA assessed by RT-qPCR is represented by the grey columns.

**Figure 6:**
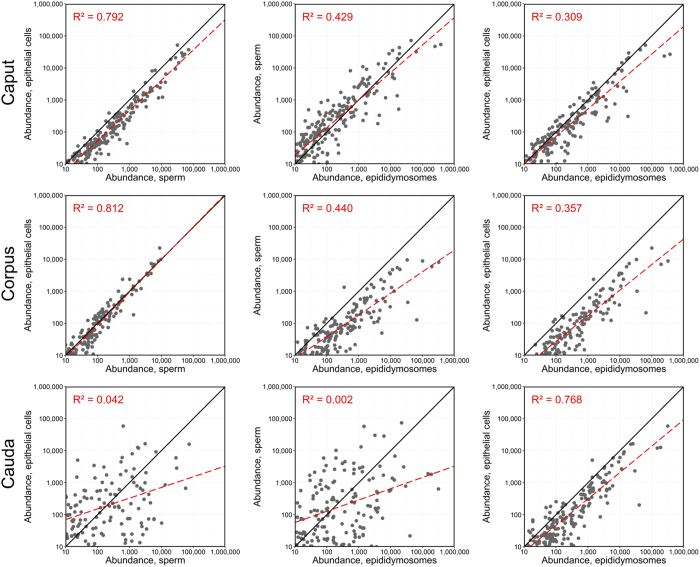
Linear regression modelling of miRNA accumulation in sperm, epithelial cell and epididymosome populations. Scatterplots of genome-wide miRNA accumulation between epididymal sperm, epithelial cell and epididymosome datasets revealed substantial correlation in the miRNA signature between cell types. Linear regression modelling (red dashed line) and calculation of R^2^ values was performed in R.

**Figure 7:**
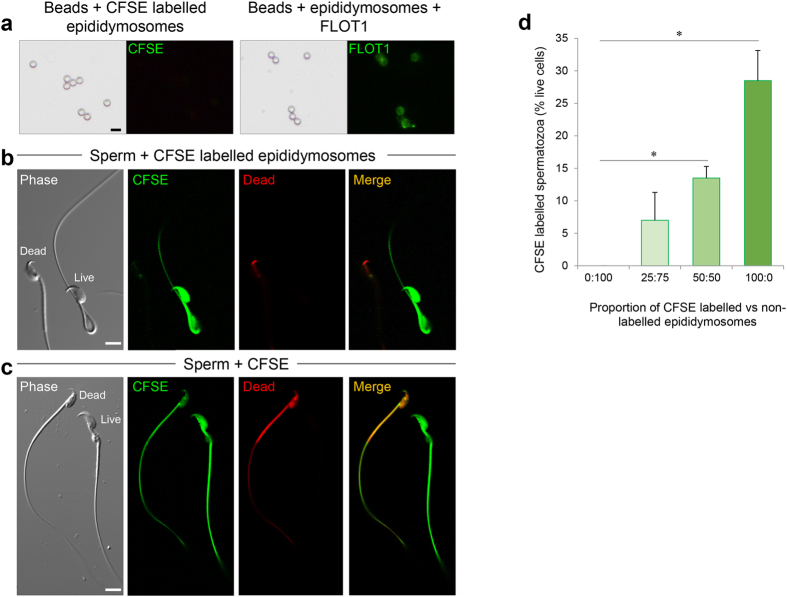
Assessment of sperm-epididymosome interaction. The ability of epididymosomes to interact and deliver encapsulated cargo to spermatozoa was investigated after co-incubation. Prior to analysis, preparations of caput and corpus epididymosomes were pooled and labelled with carboxyfluorescein diacetate succinimidyl ester (CFSE). (**a**) CFSE labelled epididymosomes were concentrated by binding to sulphate/aldehyde latex beads and examined by fluorescence microscopy, revealing no labelling. The efficacy of epididymosome bead binding was assessed by subsequent labelling with FLOT1. (**b**) CFSE labelled epididymosomes were washed prior to co-incubation with caput spermatozoa. After washing, spermatozoa were subsequently counterstained with live/dead stain (red = dead cells) and assessed via confocal microscopy. (**c**) Controls included caput sperm incubated directly with CFSE, caput sperm co-incubated with unlabelled epididymosomes and caput sperm incubated in media alone. The latter two treatments yielded no fluorescence labelling and consequently are not shown. Scale bars = 5 μm. (**d**) An additional competition assay was also performed as outlined for (**b**) with the exception that spermatozoa were co-incubated with varying proportions of non-labelled versus CFSE labelled epididymosomes. The efficacy of CFSE dye internalisation was subsequently recorded and are plotted as a percentage of live CFSE labelled spermatozoa.

**Figure 8:**
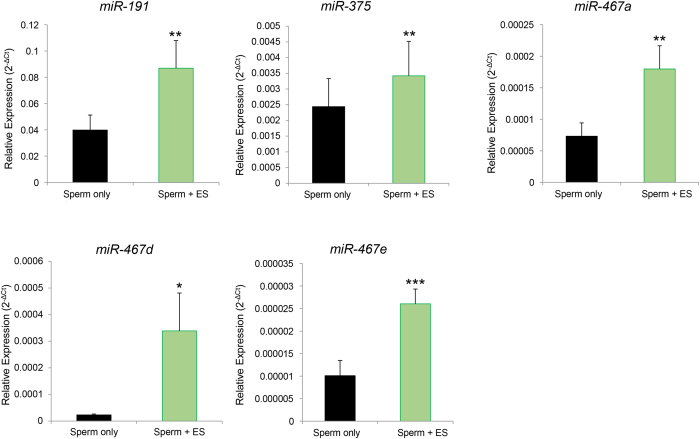
Examination of miRNA transfer to sperm after co-incubation with epididymosomes. The ability of sperm-epididymosome interaction to facilitate transfer of miRNA cargo to sperm was directly assessed by RT-qPCR amplification of candidate miRNAs (*miR-191, miR-375, miR-467a, miR-467d*, and *miR-467e*) from sperm that were incubated in either media alone (sperm only) or epididymosomes (sperm + ES). Analyses were performed in triplicate using three biological samples (n = 3 mice/sample). Values are shown as average abundance ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

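Small RNA from epididymosomes of the caput, corpus and cauda epididymis was sequenced in 3 libraries per segment, each from RNA pooled from several mice aged 8 weeks. The segment and the replicate of each library were taken from the sample labels and from the article. The authors screened the reads for contaminants, counted reads on known mature miRNAs with the quantifier of miRDeep2 and normalised the counts for library size. The deposited values are CPM, the reads of a miRNA scaled to the same total in each library, of 358 miRNAs in 9 libraries; all columns of the table were used. The article's text does not name the genome build or the miRBase release.

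The values of each library are whole multiples of what 1 read is worth, and the library totals were taken from these steps. They range from 1548581 to 11306605 reads on miRNAs, with a median of 8453380 in the caput, 2553385 in the corpus and 2184582 in the cauda. A miRNA at 10 CPM thus has between 15.5 and 113 reads, and changes of miRNAs near this level are less certain in the shallower corpus and cauda libraries. Where a miRNA had 3 reads or fewer in all libraries of a segment, its fold change was given as a lower limit against that floor. Intervals and floors cover counting error only.

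The authors name edgeR and limma for their comparisons, with a fold change of at least 2 and a false discovery rate of 0.05. The comparisons had been planned here as a test on raw counts. Because the values are CPM, the tests were made instead with limma (version 3.58 in R 4.3): lmFit and eBayes with a trend on log2(CPM + 1), on all 9 libraries with the segment as the only factor, Benjamini-Hochberg adjustment over the miRNAs with a mean of at least 10 CPM in at least 1 of the segments compared, an adjusted p under 0.05 and a fold change of at least 2. As an alternative, limma-voom was run on the reads recovered from the steps of the CPM values, with library size scaling. No other model of counts was run. A miRNA was taken as detected in a segment at a mean of 10 CPM or more, as in the Fig. 2 legend. Distances between libraries were leading log2 fold changes, defined as in limma, over all 358 miRNAs. They were tested against all 280 divisions of the libraries into 3 groups of 3. The log2 ratio of the 5p to the 3p arm of a precursor was tested with limma, with a pseudocount of 0.5 CPM, for the 64 precursors with both arms at a mean of at least 10 CPM over the 9 libraries. Sets of miRNAs were tested on log2(CPM + 2) with limma's camera at its preset correlation, with Benjamini-Hochberg adjustment over 45 tests in all: lists of miRNAs of striated muscle, smooth muscle, red blood cells, leukocytes, germ cells, neurons and epithelium, and families defined by name (miR-466 with miR-467 and miR-669, an X-linked testis family, miR-34 with miR-449, let-7, miR-30, miR-196, miR-204 with miR-211, and miR-182 with miR-183 and miR-96). Tables were handled with Python 3.11, numpy 2.4 and pandas 2.3, and plots were drawn with matplotlib 3.10.

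In simulated libraries 60 of 358 miRNAs were changed by 2 on the log2 scale in the cauda. All miRNAs had the same added spread, and no library was shifted in scaling. There the test recovered 99.7% of the changed miRNAs, with 2.61% of its calls false, and made 0 calls per draw between unchanged groups. limma-voom recovered 99.8% of them, with 3.28% of its calls false. These rates do not carry over to changes near 2-fold, or to libraries that differ in scaling and spread as these do. The arm ratio test recovered 90.3% of changed precursors. In other simulated libraries miR-10b-5p and miR-10a-5p were made to fall in the cauda and all other miRNAs were left unchanged. Library size scaling then shifted the median of all miRNAs by 0.66 on the log2 scale, and TMM normalization by less than 0.01. This setting favours TMM normalization by construction. In the real libraries miR-143-3p rose and many others changed, so the result does not show which scaling is right for them.

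The lists, families, comparisons, thresholds and most alternatives were chosen before the data were examined: TMM normalization, limma-voom, no filter and a stricter filter on low values, the replicate number as a block, the 6 libraries of each comparison alone, an adjusted p under 0.1, a test against a fold of 2, other detection rules, and each library left out in turn. Added after the values had been seen were pseudocounts of 0.1 and 10, median-of-ratios scaling of the tests, vooma weights, combinations of TMM normalization with another pseudocount or threshold, the merging of near-identical miRNAs, and scaling without the most abundant miRNAs. The changes followed singly through the alternatives are those of the miRNAs that the article names for the sequencing data and, for each comparison, of the 3 differentially accumulated miRNAs with the largest rise and the 3 with the largest fall whose replicates do not overlap. Only some of these miRNAs are named in the text, and others are named where a small group needed it, after their values had been seen.

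Coordinates and gene models are those of GENCODE for GRCm38, matched by the name of the hairpin; 325 of the 358 miRNAs had a hairpin under their name. Mature sequences were not used here, and near-identical miRNAs were recognised by their values alone. Sperm and epithelial cell libraries, RT-qPCR, pathway analysis and microscopy were not analysed here.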

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

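The tests of explanations in this part were chosen after the results had been seen, except for the counts of other divisions of the libraries.

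The article does not analyse the ratio between the 2 arms of a precursor, which does not depend on the scaling of the libraries. Between caput and cauda this ratio differed for 10 of 64 precursors at an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, 5 toward the 5p arm and 5 toward the 3p arm. For miR-221 the log2 ratio of 5p to 3p was -4.33 in the caput, -6.84 in the corpus and -7.16 in the cauda, a change of -2.83 (standard error 0.45, adjusted p of 0.00225 by limma with Benjamini-Hochberg adjustment); this precursor was singled out after its values were seen, and miR-221-5p had only 7 to 207 reads per library. The arms of only 2 of the 10, miR-465b and miR-199a, belong to groups of near-identical miRNAs, which argues against shared reads as the explanation for the others. The dependence on single libraries stays open: without caput replicate 1 a single precursor passed (1), without caput replicate 2 there were 4, without caput replicate 3 and without cauda replicate 2 there were 2 each, without cauda replicate 1 there were 3, without corpus replicate 2 there were 6 and without cauda replicate 3 there were 17. Leaving out a corpus library, which is in neither segment of this comparison, gave 6 or 7, so that part of the fall comes with the smaller number of libraries, and this cannot be told apart from the influence of single libraries. With the 6 caput and cauda libraries alone 6 precursors passed, and 1 of the 10 divisions of these libraries, the real one, gave as many; the others gave 0, but 10 divisions cannot give a share under 0.1. A difference in processing between segments is a possible explanation and was not tested.

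The article compares segments in pairs and does not list miRNAs that peak in the corpus. There were 7 miRNAs higher in the corpus than in the caput and than in the cauda by limma with Benjamini-Hochberg adjustment in both comparisons: miR-1839-3p, miR-3470b, miR-3535, miR-598-3p, miR-677-3p, miR-7033-5p and miR-92a-3p. Against this, 1 miRNA (miR-31-5p) was lower in the corpus than in both, 4 rose in both steps and 1 fell in both steps. Corpus libraries that were a mixture of caput and cauda material would exceed both only by noise, and this explanation stays open. Among all 358 miRNAs, every corpus library lay above the 6 others for 19, but 2 of the 81 sets of 3 libraries that span segments gave as many; with TMM normalization it was 18 for the corpus and at most 13 for these sets. miR-3470b had 1060 ± 85.4 CPM (SD, n = 3) in the corpus, against 259 ± 199 CPM in the caput and 312 ± 37.2 CPM in the cauda. The list is not firm. Without corpus replicate 2 only miR-3535 (1 miRNA) remained, without cauda replicate 1 and without cauda replicate 2 there were 3 each, without caput replicate 1 there were 4, and with TMM normalization there were 6, of which 4 were among the 7, as with median-of-ratios scaling. With limma-voom 6 of the 7 were among 7, the exception being miR-677-3p. The hairpins of miR-1839-3p and miR-677-3p overlap small nucleolar or related RNA genes, and fragments of such RNAs may be counted as miRNAs. Of the 9 other miRNAs with such hairpins 8 were higher in the corpus than the mean of the other segments. Their median log2 difference was 0.22 against 0.10 for all miRNAs, and as a set they did not stand out (one-sided permutation test over 100000 random sets, p = 0.325). With so few members this explanation cannot be excluded, and a property of the corpus epithelium stays open as a hypothesis.

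The article names miRNA clusters and single members of them, but does not test clusters for changes between segments. All 19 members of the X-linked testis family, defined by name, were higher in the cauda than in the caput, with no overlap of replicates in 19 of 19, where chance would give 10%; with TMM normalization all 19 were higher as well, 17 of them without overlap. By contrast 17 of the 18 members of the miR-466, miR-467 and miR-669 family were lower in the cauda. Of these, 11 were lower without overlap of replicates, and the 1 higher member did not overlap either. With TMM and median-of-ratios scaling the number lower was 17 too, all 17 without overlap. By camera with Benjamini-Hochberg adjustment over 45 tests the adjusted p was 1.2e-05 for the X-linked family and 2.3e-08 for the miR-466, miR-467 and miR-669 family. With 1 library left out at a time these stayed at or under 0.00160 and 3.1e-07. Scaling does not explain the pattern: a factor per library moves all miRNAs of a library alike, while one family rose and the other fell, and with TMM normalization 19 of 19 were still higher and 17 of 18 lower. Reads counted under several names do not explain it either, since with near-identical miRNAs merged the larger of the 2 adjusted p-values was 3.4e-05 by camera with Benjamini-Hochberg adjustment. Under fry the adjusted p was 0.000525 and 0.0294, and with a correlation estimated from the libraries it was 0.302 for both, so these calls hold under fry but not under the estimated correlation. RNA from germ cells is a possible source of the X-linked miRNAs. From caput to corpus their median log2 fold change, with near-identical miRNAs merged, was 1.89 against 0.50 for 5 germ cell miRNAs (exact one-sided permutation test over 26334 regroupings, p = 0.00171). This does not exclude germ cells. The members of the family may be transcribed together, and miR-34c-5p of the germ cell list already stood at 550 CPM in the caput, which would hide a small addition. The paper also reports miR-34c in the epididymal epithelium, some 2-fold higher in the caput than in the cauda. The germ cell list is thus not specific to germ cells in this tissue. These explanations cannot be told apart here, and release by the epithelium of the distal segments remains an untested alternative.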

How the results depend on the processing

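The calls with all libraries drawn down to one depth were chosen as a test before the result was seen. The alternatives added after the values had been seen are the pseudocounts of 0.1 and 10, median-of-ratios scaling, vooma weights, combined settings, the merging of near-identical miRNAs, CPM taken without the most abundant miRNAs and the count of lower limits.

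The balance of higher and lower miRNAs turned over with the scaling. From caput to corpus the number lower, 11, was 49 with TMM normalization, 46 with median-of-ratios scaling, 48 with TMM normalization and a pseudocount of 0.1, and 51 with TMM normalization and an adjusted p under 0.1; at that threshold with library size it was 17. From corpus to cauda the number lower, 17, was 34, 37, 35, 38 and 29 under the same settings, and 26 with the 6 libraries of the comparison alone. From caput to cauda the number lower, 36, was 73 with TMM normalization, 73 with median-of-ratios scaling, 74 with TMM and a pseudocount of 0.1 and 75 with TMM and an adjusted p under 0.1, while the number higher, 135, was 84, 80 and 85 under the first 3. Higher calls made up 84.7%, 73.8% and 78.9% of the calls in the 3 comparisons with library size, 46.2%, 62.2% and 53.5% with TMM, and 48.3%, 57.5% and 52.3% with median-of-ratios scaling. With CPM taken without miR-10b-5p and miR-10a-5p and no filter the calls were 50 higher and 36 lower (58.1% higher), 31 and 55 (36.0%) and 75 and 80 (48.4%), with median log2 fold changes of 0.13, -0.29 and -0.04; without the 3 most abundant miRNAs they were 54 and 34 (61.4%), 68 and 21 (76.4%) and 135 and 42 (76.3%). TMM and median-of-ratios scaling centre the bulk of the miRNAs by construction, which shifts all folds together; which scaling comes closer to the vesicles' content was not tested.

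A test against a fold of 2, stricter by construction, left 11 miRNAs from caput to corpus (9 higher, 2 lower), 15 from corpus to cauda (12 and 3) and 51 from caput to cauda (46 and 5). Fitted differences over 64-fold, 1 in the main setting, numbered 5 with a pseudocount of 0.1, 4 with TMM normalization and a pseudocount of 0.1, 6 with limma-voom, which adds 0.5 reads, and 0 with a pseudocount of 10, which by construction shrinks the folds of miRNAs with few reads. By the ratio of mean CPM there were 6, but 5 of these have all caput libraries at the floor, and counted by lower limits there were 3. Of miRNAs detected in 1 segment only, 62, there were 25 at 5 CPM and 35 with more than 10 CPM in any library of a segment. The 25 and the 35 may be too low, because miRNAs under a mean of 10 CPM in every segment are absent from the deposited values. Arm ratio calls, 10, were 4 with a mean of 100 CPM in both arms, where 12 precursors were tested. Of the list tests 17 passed with the preset correlation, 21 with fry and 0 with the estimated correlation, where 4 had an unadjusted p under 0.05.

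Across the 9 fits that each left out one library, the calls ranged from 46 to 101 from caput to corpus (41 to 95 higher, 5 to 28 lower), from 32 to 83 from corpus to cauda (25 to 59 higher, 7 to 24 lower) and from 132 to 201 from caput to cauda (100 to 174 higher, 27 to 44 lower). The lowest and highest came without corpus replicate 1 (46) and caput replicate 3 (101), without corpus replicate 2 (32) and caput replicate 3 (83), and without cauda replicate 2 (132) and caput replicate 3 (201). The 28 lower miRNAs came without caput replicate 2. Fitted differences over 64-fold ranged from 1 to 2 (2 without cauda replicate 3), arm ratio calls from 1 (without caput replicate 1) to 17 (without cauda replicate 3), the test of any segment difference from 136 to 197, list calls from 15 to 18, and the ratio of distances between and within segments from 1.63 to 1.94.

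Of 55 changes of single named miRNAs, 31 kept their call in every alternative run, and 12 lost it only in the test against a fold of 2. Counted over these, the single list tests and the alternatives, 45 calls changed with 1 library left out (41 weaker, 4 stronger) and 70 under other settings (61 weaker, 9 stronger).

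The article and the labels do not say that a replicate number marks a shared source, so the numbers were not taken as pairs. The correlation of deviations from the segment means was -0.21 to 0.41 between libraries with the same number and -0.45 to 0.18 between others; the highest, 0.41 and 0.40, were between caput and corpus libraries 1 and 2, so that a shared source of some libraries stays open. With the replicate block the calls were 83, 73 and 180 in the 3 comparisons, 190 for any segment difference, 14 for the arm ratio and 18 for the lists.

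With limma-voom on the reads recovered from the CPM values the calls were 71, 46 and 172 in the 3 comparisons (63 and 8, 32 and 14, and 138 and 34 higher and lower), of which 68, 45 and 169 were shared with the main setting, and 168 for any segment difference. DESeq2, also planned, was not run. The deposited values are CPM, and the reads behind them are inferred. Depth limits the folds of miRNAs at the floor, such as miR-208b-3p, to lower limits. With all libraries drawn down to 1548581 reads the calls were 71, 51 and 158.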

Differences from the paper's values

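No test of an explanation was made in this section. Alternatives set before the data were examined are TMM normalization, limma-voom, the filters, the replicate block, the 6 libraries alone, the other thresholds and each library left out.

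From caput to corpus 3.43% of the tested miRNAs were lower in the corpus, against the paper's 15%. With TMM normalization it was 15.3%, and the other 16 alternatives set before the data were examined did not close the gap. Chosen after seeing the values, median-of-ratios scaling gave 14.3%, TMM normalization with a pseudocount of 0.1 gave 15.0%, TMM normalization with an adjusted p under 0.1 gave 15.9% and CPM taken without miR-10b-5p and miR-10a-5p gave 10.1%. CPM taken without the 3 most abundant miRNAs gave 9.58%. From corpus to cauda 4.97% were lower in the cauda, against the paper's 9%. The value was 10.2% with TMM normalization, 8.48% with an adjusted p under 0.1, 7.60% with the 6 libraries alone, 7.02% without caput replicate 3, 6.73% without caput replicate 2, 6.27% without cauda replicate 3 and 6.14% with the replicate block, all within 1.5 times of the paper's; the 10 other alternatives were not. Chosen after seeing the values, median-of-ratios scaling gave 11.3%, TMM normalization with a pseudocount of 0.1 gave 10.5% and TMM normalization with an adjusted p under 0.1 gave 11.4%. CPM taken without miR-10b-5p and miR-10a-5p, also chosen after seeing the values, gave 15.4%, well above the paper's 9%.

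For miR-196b-5p the fold from caput to cauda was 137, against the paper's 84. It was 90.4 with TMM normalization, 99.9 without caput replicate 2, 121 without cauda replicate 1 and 126 without cauda replicate 2, which lie within 1.5 times of the paper's value, and the 13 other alternatives set before the data were examined did not; the fold was 174 without caput replicate 3 and 169 without cauda replicate 3. Chosen after seeing the values, median-of-ratios scaling gave 87.5, TMM normalization with a pseudocount of 0.1 gave 100.2 and a pseudocount of 10 gave 60.5. The ratio of the mean CPM of miR-196b-5p in the cauda to that in the caput was 147.5, while 147 is the fold that the paper prints for miR-208b-3p. By the same ratio of means miR-204-5p was 31.4-fold and miR-375-3p 16.7-fold lower in the cauda, well short of the paper's 55 and 32. The match of 147.5 and 147 may therefore be a coincidence. Which miRNA each of the folds 147 and 84 belongs to was not settled here, so the gap to 84 carries this doubt. The paper prints a fold of 55 for miR-204b-5p, a name not among the 358 miRNAs, which was taken to be miR-204-5p. For miR-204-5p the decrease was 34.6-fold, against the paper's 55. With TMM normalization it was 55.3-fold, without cauda replicate 3 it was 48.2-fold and without caput replicate 1 it was 39.9-fold; the 14 others did not close the gap, among them 27.8-fold without cauda replicate 1. Chosen after seeing the values, median-of-ratios scaling gave 57.1-fold and TMM normalization with a pseudocount of 0.1 gave 55.5-fold. For miR-375-3p the decrease was 18.2-fold, against the paper's 32. With TMM normalization it was 29.1-fold and without cauda replicate 3 it was 24.8-fold, and the 15 others did not close the gap, among them 14.3-fold without cauda replicate 1. Chosen after seeing the values, median-of-ratios scaling gave 30.0-fold and TMM normalization with a pseudocount of 0.1 gave 29.5-fold.

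The paper has more miRNAs lower than higher from caput to corpus, whereas 61 were higher and 11 lower here; with TMM normalization 42 were higher and 49 lower, and with median-of-ratios scaling, chosen after seeing the values, 43 and 46. The paper counts several miRNAs with differences over 64-fold, whereas 1 fitted fold on the log2(CPM + 1) scale was over 64. With limma-voom there were 6. In settings chosen after seeing the values there were 5 with a pseudocount of 0.1 and 4 with TMM normalization and this pseudocount. By the ratio of mean CPM the same 6 were over 64, but 5 of them had all caput libraries at the floor, where only a lower limit can be given: miR-208b-3p was at least 86.2-fold higher in the cauda, miR-137-3p at least 83.0-fold, miR-486a-3p at least 37.5-fold, miR-133a-5p at least 36.2-fold and miR-7087-3p at least 34.2-fold, or 4.02-fold without cauda replicate 3. Counted this way, also chosen after seeing the values, at least 3 miRNAs exceeded 64-fold, so the gap closes in part; with TMM normalization the lower limits of miR-208b-3p and miR-137-3p were 34.5-fold and 33.6-fold, which left 1. The paper places miR-208b-3p above miR-196b-5p in its rise. Here the first was at least 86.2-fold higher and the second 137-fold higher, so the order cannot be set, apart from the doubt on the paper's values given above. With limma-voom the fitted folds were 233 and 155, and with TMM normalization and a pseudocount of 0.1, a setting chosen after seeing the values, the fitted folds were 113 and 100.2, but the fitted fold of a miRNA at the floor depends on the pseudocount. The paper names miR-30a-5p among 5 miRNAs with the highest read scores, and not miR-148a-3p, whereas miR-148a-3p was the fifth and miR-30a-5p the sixth by mean CPM. Without caput replicate 3 miR-30a-5p was the fifth, at 27506 CPM, and miR-148a-3p the sixth, at 26297 CPM; with TMM normalization, by the sum of reads and with any other library left out miR-30a-5p was the sixth. The paper labels miR-6412 among the miRNAs higher in the corpus than in the caput. It was below the level tested here, and without that filter its log2 fold change was 1.39 with an adjusted p of 0.223 by limma with Benjamini-Hochberg adjustment.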

Other observations

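The tests of explanations in this part were chosen after the results had been seen, except for the higher and lower calls with all libraries drawn down to one depth and the counts of other divisions of the libraries.

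More miRNAs were higher than lower in the cauda than in the caput with library size scaling. Depth is argued against as the explanation, since 81.0% of the calls were higher with all libraries drawn down to the smallest total. Caput replicate 2, in which few miRNAs took most reads, is argued against as the only one, since 69.4% of the calls were higher without it. The smaller share of miR-10b-5p and miR-10a-5p in the cauda may account for the shift: with CPM taken without these miRNAs 75 were higher and 80 lower and the median log2 fold change was -0.04. Without the 3 most abundant miRNAs, however, which include the rising miR-143-3p, the median was 0.62. Relative values cannot tell apart a fall of some abundant miRNAs and a rise of the others.

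The surplus of detected miRNAs in the cauda over the caput has the same limit. At equal depth it was 52, which argues against depth as its explanation. Without caput replicate 3 it was 73, and without caput replicate 2 it was 31. With TMM normalization it was 18 among the listed miRNAs, smaller than with library size. TMM normalization raised the number passing in the caput from 277 to 292 and lowered that in the cauda from 322 to 310. The deposited values hold no miRNA below the detection level in every segment, so further miRNAs newly passing in the caput would be missed. The 18 may therefore be too high. Whether a surplus remains under this scaling, and which part of it is due to scaling, cannot be told.

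Of the 45 list tests 17 passed at an adjusted p under 0.05 by camera with Benjamini-Hochberg adjustment. These were the miR-466, miR-467 and miR-669 family (lower) and the miR-196 family (higher) in all 3 comparisons, the X-linked family (higher) in both comparisons with the caput, the miR-204 and miR-211 family (lower) and striated muscle miRNAs (higher) in both comparisons with the cauda, the miR-182, miR-183 and miR-96 family (lower) in both comparisons with the caput, neuronal miRNAs (lower) from caput to corpus, and smooth muscle and germ cell miRNAs (higher) from corpus to cauda. The lists of red blood cells, leukocytes and epithelium and the miR-34 and miR-449, let-7 and miR-30 families did not pass by camera in any comparison. The miR-34 and miR-449 family holds all tested members of the germ cell list, of which miR-34b-5p and miR-34c-5p were also chosen by the study for RT-qPCR, and the striated muscle list holds miR-208b-3p and miR-133b-3p, which the study labels in Fig. 3. A mean of 10 CPM was also reached in the caput by 1 of 4 striated muscle, 4 of 4 smooth muscle, 3 of 4 red blood cell and 4 of 5 germ cell miRNAs. Under fry with Benjamini-Hochberg adjustment 13 of the 17 passed; the exceptions were the miR-466, miR-467 and miR-669 family from caput to corpus (0.0847) and from corpus to cauda (0.391), the miR-182, miR-183 and miR-96 family from caput to corpus (0.0768) and the neuronal miRNAs (0.0535). fry, which does not set a list against the other miRNAs, also passed 8 others, in sum 21, with Benjamini-Hochberg adjustment: the miR-34 and miR-449 family from corpus to cauda (0.0411) and from caput to cauda (0.0110), the lists of red blood cells (0.0140), leukocytes (0.0328), smooth muscle (0.00295) and germ cells (0.0140) from caput to cauda, the neuronal miRNAs from corpus to cauda (0.0233) and the miR-204 and miR-211 family from caput to corpus (0.0294). With TMM normalization the neuronal miRNAs were the exception (0.0863). With near-identical miRNAs merged, the miR-466, miR-467 and miR-669 family from corpus to cauda had 0.0725 by camera with Benjamini-Hochberg adjustment. By camera with Benjamini-Hochberg adjustment, germ cell miRNAs had an adjusted p of 0.136 without cauda replicate 3, 0.0654 without corpus replicate 1 and 0.0504 without caput replicate 3. The miR-466, miR-467 and miR-669 family from corpus to cauda had 0.0654 without corpus replicate 1 and 0.0548 without cauda replicate 2, and the miR-182, miR-183 and miR-96 family from caput to corpus had 0.0767 without corpus replicate 3 and 0.0543 without caput replicate 1, by the same test with Benjamini-Hochberg adjustment. Lists that passed only with a library left out were smooth muscle from caput to cauda (0.0321 without caput replicate 1 and 0.0418 without cauda replicate 2), the miR-34 and miR-449 family from corpus to cauda (0.0304 without caput replicate 2) and the X-linked family from corpus to cauda (0.0302 without cauda replicate 2), by camera with Benjamini-Hochberg adjustment. Under an estimated correlation 0 passed, with 4 at an unadjusted p under 0.05. Of 100 divisions of the 9 libraries into 3 groups of 3, drawn from 280, 1 gave as many list calls as the real one, which was itself; the next largest gave 15, so the number of list calls alone is weak evidence.

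Striated muscle miRNAs rose by a median of 4.33 on the log2 scale from corpus to cauda, or 4.07 with miR-208b-3p at its lower limit. RNA from striated muscle stays open. miR-1a-3p, known to be abundant in that tissue, was at 15.3 ± 8.57 CPM (SD, n = 3) in the cauda while miR-133a-3p reached 2438 ± 1216 CPM (SD, n = 3), a ratio of 160, but no library here measures this ratio in muscle, and miR-1a-3p itself rose by 1.72 on the log2 scale (adjusted p of 0.0339 by limma with Benjamini-Hochberg adjustment). Smooth muscle miRNAs rose with them, with an adjusted p of 0.00459 by camera with Benjamini-Hochberg adjustment. From corpus to cauda miR-143-3p rose from 99958 ± 18019 CPM to 315271 ± 33362 CPM (SD, n = 3) and miR-145a-5p from 424 ± 94.8 CPM to 1850 ± 1733 CPM (SD, n = 3), with cauda replicate 3 at 3851 CPM far above the others. This is consistent with RNA from smooth muscle as a candidate source, but all 4 of these miRNAs were above 10 CPM in the caput as well, so uptake or release by other cells is not excluded.

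miR-486a-5p and miR-486b-5p, which share reads and cannot be counted separately, rose by 2.65 and 2.64 on the log2 scale from corpus to cauda (adjusted p of 0.00136 for each by limma with Benjamini-Hochberg adjustment). Red blood cells as the source stay open. miR-451a, known to be abundant in these cells, changed by only -0.13 (standard error 0.71), and the gap between miR-486a-5p and miR-451a was 2.78 (standard error 1.11). The article reports that haemoglobin was not detected in these preparations. But miR-451a varied widely, from 52.0 to 380 CPM among cauda libraries, and from caput to cauda it rose by 2.16. miR-144-3p, also on the red blood cell list, changed by 0.66 (standard error 0.65) from corpus to cauda, at means of only 8.29 and 13.1 CPM. From caput to cauda miR-144-3p rose by 1.90, so blood is not excluded.

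Other divisions of the libraries were counted for each test. For the calls from caput to corpus, from corpus to cauda and from caput to cauda, and for differences over 64-fold, 1 of 10 divisions of the 6 libraries, the real one, gave as many, and 10 divisions cannot give a share under 0.1. For the test of any segment difference 1 of 100 drawn divisions gave as many, the real one with 175; the next largest gave 71.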
